# *Drosophila* Insulin-Like Peptides DILP2 and DILP5 Differentially Stimulate Cell Signaling and Glycogen Phosphorylase to Regulate Longevity

**DOI:** 10.3389/fendo.2018.00245

**Published:** 2018-05-28

**Authors:** Stephanie Post, Galina Karashchuk, John D. Wade, Waseem Sajid, Pierre De Meyts, Marc Tatar

**Keywords:** insulin, IGF, *Drosophila* insulin-like peptides, glycogen phosphorylase, glycogen, metabolism, aging, signaling bias

## Abstract

Insulin and IGF signaling (IIS) is a complex system that controls diverse processes including growth, development, metabolism, stress responses, and aging. *Drosophila melanogaster* IIS is propagated by eight *Drosophila* insulin-like peptides (DILPs), homologs of both mammalian insulin and IGFs, with various spatiotemporal expression patterns and functions. DILPs 1–7 are thought to act through a single *Drosophila* insulin/IGF receptor, InR, but it is unclear how the DILPs thereby mediate a range of physiological phenotypes. We determined the distinct cell signaling effects of DILP2 and DILP5 stimulation upon *Drosophila* S2 cells. DILP2 and DILP5 induced similar transcriptional patterns but differed in signal transduction kinetics. DILP5 induced sustained phosphorylation of Akt, while DILP2 produced acute, transient Akt phosphorylation. Accordingly, we used phosphoproteomic analysis to identify distinct patterns of non-genomic signaling induced by DILP2 and DILP5. Across all treatments and replicates, 5,250 unique phosphopeptides were identified, representing 1,575 proteins. Among these peptides, DILP2, but not DILP5, dephosphorylated Ser15 on glycogen phosphorylase (GlyP), and DILP2, but not DILP5, was subsequently shown to repress enzymatic GlyP activity in S2 cells. The functional consequences of this difference were evaluated in adult *Drosophila dilp* mutants: *dilp2* null adults have elevated GlyP enzymatic activity relative to wild type, while *dilp5* mutants have reduced GlyP activity. In flies with intact insulin genes, *GlyP* overexpression extended lifespan in a Ser15 phosphorylation-dependent manner. In *dilp2* mutants, that are otherwise long-lived, longevity was repressed by expression of phosphonull *GlyP* that is enzymatically inactive. Overall, DILP2, unlike DILP5, signals to affect longevity in part through its control of phosphorylation to deactivate glycogen phosphorylase, a central modulator of glycogen storage and gluconeogenesis.

## Introduction

Insulin and insulin-like growth factor signaling (IIS) is an extensive network crucial for development, growth, nutrient sensing, aging, and stress responses (1–3). Dysfunction in IIS contributes to metabolic syndrome, diabetes, and cancer (4, 5), yet genetic modification of IIS can extend lifespan in many animals (6–8). Mammalian insulin and IGF ligands each have respective receptors, although each ligand can activate either receptor, receptors can form hybrid dimers, and the receptors themselves activate similar kinase cascades with multiple redundant components (9). It is currently unknown how IIS ligands use common receptors and pathways to produce different cellular and organism phenotypes such as glucose homeostasis for insulin and development and differentiation for IGF. Here, we use *Drosophila melanogaster* as a model system to understand how various insulin-like peptides [*Drosophila* insulin-like peptides (DILPs)] function through the fly’s sole insulin/IGF tyrosine kinase receptor (InR) to mediate specific physiological traits.

In *Drosophila*, ligand-activated InR phosphorylates a single insulin receptor substrate (IRS) *chico*, the homolog of mammalian IRS1–4, to induce the phosphorylation cascade of phosphoinositide-3-kinase (PI3K), phosphoinositide-dependent-kinase-1, and Akt (protein kinase B) (10). This signal transduction culminates to repress the forkhead transcription factor dFOXO, the homolog of mammalian FOXO1, 3a, and 4 (11). Fly IIS and FOXO mutants affect larval growth, adult size, lipid metabolism, stress responses and aging (8, 12, 13). Data suggest that DILPs have distinct spatial and temporal expression patterns and regulate shared and specific functions (13, 14). For instance, embryos express *dilp4*, larvae express *dilp2, dilp3*, and *dilp5*, and pupae upregulate *dilp1* and *dilp6* expression (1, 13, 14). In adults, *dilp2* modulates adult lifespan and blood sugar (8, 15), *dilp5* mediates protein metabolism (16), and *dilp3* is suggested to regulate lipid metabolism (17). Given the diversity of these functions, it is poorly understood how specificity can be produced by similar ligands signaling through a common InR receptor.

The unique spatiotemporal expression patterns of DILPs may be sufficient to confer their specific phenotypes. An alternative, but not mutually exclusive model proposes that DILPs differentially activate InR to induce distinct cell signaling patterns that communicate specific downstream phenotypes. Studies from mammalian systems support such a signaling bias model: cells engineered to express only the insulin receptor (IR), IGF-1R, or IGF-2R produce distinct signaling and gene expression patterns in response to insulin, IGF-1, or IGF-2 (18, 19). At a biochemical level, Cieniewicz et al. (20) found that the IR was differentially phosphorylated and dephosphorylated on several individual tyrosine residues when cells were treated with insulin, IGF-1 or IGF-2. Furthermore, the IR but not IGF receptors regulates FKHR phosphorylation, GSK-3 inactivation, and glycogen synthesis (21, 22).

Models of ligand–receptor interaction propose that IR ligands with different receptor-binding kinetics can induce distinct downstream signaling (23, 24). Empirically, Sciacca et al. (25) found that the insulin analogs aspart, lispro, and glulisine produce more sustained Akt phosphorylation than insulin, which generates transient Akt phosphorylation. Analogs such as [B-Asp^10^] insulin and [A-His^8^, B-His^4^, B-Glu^10^, B-His^27^] insulin, which have strong receptor-binding affinity, induced sustained receptor phosphorylation and increased mitogenicity (26), and insulin analogs with weaker receptor-binding affinity produced less mitogenic potential (27, 28). Recently, decreased mitogenicity was reported for the insulin analog dicarba where the A6-A11 disulfide bond is replaced with a rigid bridge to reduce flexibility in its receptor interaction (29). Collectively, these data suggest that insulin, IGF, and insulin analogs can differentially bind to receptors to produce distinct signals and generate different downstream phenotypes.

*Drosophila* insulin-like peptide 2 and DILP5 are two principal hormones made in the insulin-producing cells of the adult *Drosophila* brain (30). They are thought to regulate sugar and protein metabolism respectively (31), and to uniquely respond to dietary sugar and protein (32). We compared cells stimulated *in vitro* with DILP2 or DILP5 to determine their cell signaling outputs measured as Akt and InR phosphorylation, transcript profiles and global patterns of protein phosphorylation. In S2 cells, DILP2 and DILP5 regulate highly similar sets of mRNA transcripts and are equally potent in their ability to stimulate Akt phosphorylation. On the other hand, at a given dose DILP2 and DILP5 differentially modulate the kinetics of Akt phosphorylation, with DILP2 producing acute stimulation and DILP5 generating prolonged signal. Expanding this non-genomic view of biased signaling, we used global phosphoproteomic analysis and found substantial qualitative differences between DILP2 and DILP5. In particular, DILP2 uniquely regulates dephosphorylation of glycogen phosphorylase (GlyP) at Ser15, the residue that represses enzymatic activity in mammals and *Drosophila* (33–35). In concordance, we find that *dilp2* mutant flies have elevated GlyP enzymatic activity, and that overexpression of *GlyP* extended longevity in adults with normal insulin in a GlyP phosphorylation-dependent manner that corresponded with GlyP enzymatic activity. In a complementary way, we infer that the phosphorylation status and enzymatic activity of *GlyP* contribute to the lifespan extension of *dilp2* mutants because expression of phosphonull, inactive *GlyP* partially rescues extended longevity of *dilp2* mutants. Together, these data demonstrate that non-genomic signaling bias at the cellular level plays a role in differential physiological and life history functions of two insulin-like peptides.

## Materials and Methods

### Cell Culture and DILP Stimulation

S2 cells were cultured in Schneider’s media (Gibco) with 10% FBS (Gibco) and maintained at 28°C with ambient CO_2_. For overnight serum depletion, cells were held for 16 h in Schneider’s media without FBS, supplemented with 0.5% BSA and 25 mM HEPES. DILP5 peptide (36) stock at 50 μM and DILP2 peptide stock (37) at 100 μM stimulated overnight depleted cells compared with control depleted cells treated in parallel with an equal volume of 0.001 N HCl solvent (vehicle). The dose and duration of DILP stimulation for each experiment is detailed in the figure legend.

### RNA-Seq and Data Analysis

S2 cells at a density of ~1 × 10^7^ cells per 100 cm cell culture dish were serum depleted overnight and stimulated with 100 nM DILP2, 100 nM DILP5 or vehicle for 1 h. Cells were washed with sterile, cold PBS and resuspended in lysis buffer (NE BioLabs magnetic mRNA isolation kit # S1550S). mRNA was purified and fragmented (Ambion # AM8740), then reverse transcribed to cDNA (Invitrogen SuperScript III # 18080051). DNA was purified by Agencourt Ampure XP beads and quantified by Qubit. DNA was repaired by End-It DNA Repair Kit (Epicenter, # ER0720) then supplemented with Klenow fragment (NE BioLabs # M0212s). Adapters were ligated using the T4 DNA Ligase Quick Ligase Kit (Enzymatics L603-HC-L) and PCR enriched using Phusion DNA polymerase (NE BioLabs # F-531). Libraries were gel purified, selecting DNA from 200 to 500 bp, and gel extracted (Qiagen Qiaquick # 28704). The selected libraries were sequenced on a HiSeq2500 with 50 bp single-end reads. Fastq files were assembled by Tophat and Bowtie, and assemblies were mapped to *D. melanogaster* dm3 assembly. In R, transcript counts and RPKM values were computed by the “easyRNASeq” package, and differential expression was calculated by the “edgeR” package. Transcript abundances by RPKM were trimmed to exclude genes with 0 counts to calculate coefficient of variance and determine the top 10% of genes with most variance. All raw RPKM expression data are listed in Table S1 in Supplementary Material.

### Quantitative RT-PCR

Adult flies, serum-depleted S2 cells, and DILP-treated S2 cells at a density of about 1 × 10^6^ cells/ml were lysed in Trizol (Invitrogen) by mechanical force with two 3.2 mm steel beads in a Tissuelyser. RNA was Trizol extracted, treated with Turbo DNase (Invitrogen), and quantified on a NanoDrop ND-1000 (Thermo Fisher Scientific Inc.). RNA was reverse transcribed with iScript cDNA synthesis (Bio-Rad Laboratories, Inc.). Quantitative RT-PCR was conducted on an ABI prism 7300 Sequence Detection System (Applied Biosystems) using SYBR green PCR master mix (Applied Biosystems). Relative mRNA levels were calculated relative to RP49 expression by the comparative Ct method. Primer sequences are listed in Table S2 in Supplementary Material.

### Western Blots

S2 cells at a density of about 1 × 10^6^ cells/ml were serum-depleted overnight and stimulated with DILP2, DILP5 or vehicle at the indicated concentration for the designated duration. Cells were washed briefly with sterile, cold PBS and resuspended in NP40 lysis buffer (Thermo Scientific # FNN0021) supplemented with 1 mM PMSF, PhosSTOP phosphatase inhibitor cocktail (Roche # 04906837001) and Protease Inhibitor Cocktail (Invitrogen # 78425). Cells were incubated on ice for 30 min, and vortexed every 10 min. Cell lysates were spun down for 10 min at 13K rpm and the supernatant incubated at 70°C with gel loading buffer and reducing reagent. Samples were loaded onto SDS-PAGE gels (Invitrogen NuPAGE # NP0321) and run at 200 V for 45 min. Gels were transferred to nitrocellulose membrane (Whatman # 10401396) and blocked with 5% BSA in TBS-T for 1 h. Membranes were incubated with primary antibody diluted 1:1,000 in 5% BSA in TBS-T overnight at 4°C with gentle rocking. Antibodies for Westerns were purchased from Cell Signaling Technology: *Drosophila* phospho-Akt Ser505 (# 4054); Pan-Akt (# 4691); Pan-phospho-ERK1/2 Thr202/Tyr204 (# 4370); Pan-ERK (# 9102); *Drosophila* phospho-S6K (# 9209); Pan-S6K (# 2708); IGF-R Tyr1131 (# 3021); actin (# 4967), or from Phospho-Solutions: *Drosophila* phospho-Akt Thr342 (# p104-342). Blots were washed for 5 min three times in TBS-T and incubated in horseradish peroxidase conjugated anti-rabbit secondary antibody (Jackson Immunoresearch) diluted 1:5,000 in 1% BSA for 1 h at room temperature. Subsequently, blots were washed for 5 min three times in TBS-T and incubated with ECL reagent (Perkin Elmer # NEL121001EA). Final blots were imaged and volume densitometrically quantified with ImageLab (Bio-Rad).

### Phosphopeptides Sample Preparation and Enrichment for LC–MS/MS Analysis

Cell pellets were lysed in urea buffer (8 M urea, 1 mM sodium orthovanadate, 20 mM HEPES, 2.5 mM sodium pyrophosphate, 1 mM β-glycerophosphate, pH 8.0, 20 min, 4°C), sonicated and cleared by centrifugation (14,000 *g*, 15 min, 4°C). Protein concentration was measured (Pierce BCA Protein Assay, Thermo Fisher Scientific, IL, USA) and a total of 100 µg protein per sample was subjected to trypsin digestion. Tryptic peptides were desalted using C18 Sep-Pak plus cartridges (Waters, Milford, MA, USA) and lyophilized for 48 h to dryness. Phosphopeptides were enriched with Titansphere Phos-TiO tips (GL Sciences, Tokyo Japan) following the manufacturer’s protocol with modifications. We first prepared the condition buffers (containing TFA, CH_3_CN, and lactic acid) and elution buffers (1% NH_4_OH in water and 40% CH_3_CN). Then, the condition buffer was added to the Phos-TiO tips (centrifuge at 3,000 *g*, 22°C). After conditioning, desalted tryptic peptides from Jurkat total lysates (CD3/4 stimulated or unstimulated) were mixed with a synthetic phosphoserine standard (FQpSEEQQQTEDELQDK, AnaSpec, San Jose, CA, USA) at a ratio of 5 fmol standard: 1 µg sample. The mixture was loaded onto tips using centrifugation at 1,000 *g* at 22°C. After loading, the column was washed with condition buffers followed by elution buffers. Acetic acid was used to acidify TiO_2_-enriched samples, which were dried almost to completeness. The dried-eluted phosphopeptides were reconstituted in buffer A (0.1 M acetic acid) at a concentration of 1 µg/µl, and 5 µl was injected for each analysis.

The LC–MS/MS was performed on a fully automated proteomic technology platform (38, 39) with an Agilent 1200 Series Quaternary HPLC system (Agilent Technologies, Santa Clara, CA, USA) connected to a Q Exactive Plus mass spectrometer (Thermo Fisher Scientific, Waltham, MA, USA). The LC–MS/MS workflow follows Ahsan et al. (40). Peptides were separated through a linear reversed-phase 90 min gradient from 0 to 40% buffer B (0.1 M acetic acid in acetonitrile) at a flow rate of 3 µl/min through a 3 µm 20 cm C18 column. Electrospray voltage of 2.0 kV was applied in a split flow configuration, and spectra were collected using a top-9 data-dependent method. Survey full scan MS spectra (*m*/*z* 400–1,800) were acquired at a resolution of 70,000 with an AGC target value of 3 × 10^6^ ions or a maximum ion injection time of 200 ms. The peptide fragmentation was performed *via* higher-energy collision dissociation with the energy set at 28 NCE. The MS/MS spectra were acquired at a resolution of 17,500, with a targeted value of 2 × 10^4^ ions or a maximum integration time of 200 ms. The ion selection abundance threshold was set at 8.0 × 10^2^ with charge state exclusion of unassigned and *z* = 1, or six to eight ions and dynamic exclusion time of 30 s.

### Phosphoproteomics Analysis

Peptide spectrum matching of MS/MS spectra of each file was searched against a species-specific databases (UniProt; downloaded 2/1/2015) using MASCOT v. 2.4 (Matrix Science, Ltd., London, UK). A concatenated database containing “target” and “decoy” sequences was used to estimate the false discovery rate (FDR) (41). Msconvert from ProteoWizard (v. 3.0.5047), using default parameters and the MS2Deisotope filter, was used to create peak lists for Mascot. The Mascot database search was performed with the following parameters: trypsin enzyme cleavage specificity, two possible missed cleavages, 10 ppm mass tolerance for precursor ions, 20 mmu mass tolerance for fragment ions. Search parameters permitted variable modification of methionine oxidation (+15.9949 Da) and static modification of carbamidomethylation (+57.0215 Da) on cysteine. To identify the phosphoresidues, we included additional variable modification of phosphorylation (+79.9663 Da) on serine, threonine, and tyrosine residues. The resulting peptide spectrum matches (PSMs) were reduced to sets of unique PSMs by eliminating lower scoring duplicates. To provide high confidence, the Mascot results were filtered for Mowse Score (>20). Peptide assignments from the database search were filtered down to a 1% FDR by a logistic spectral score as previously described (41, 42). To validate the position of the phosphorylation sites, the Ascore algorithm (43) was applied, and the reported phosphorylation site position reflected the top Ascore prediction.

### Relative Quantitation of Phosphopeptides

Phosphopeptide abundance was quantified from selected ion chromatograms (SIC) peak areas. Retention time alignment of individual replicate analyses was performed as described by Demirkan et al. (44). Peak areas were calculated from SICs in R 3.0 based on the Scripps Center for Metabolomics’ XCMS package (version 1.40.0). This approach performed multiple passes through XCMS’ central wavelet transformation algorithm (implemented in the centWave function) over increasingly narrower ranges of peak widths with parameters: mass window of 10 ppm, minimum peak widths ranging from 2 to 20 s, maximum peak width of 80 s, signal to noise threshold of 10 and detection of peak limits *via* descent on the non-transformed data enabled. SIC peak areas were determined for every phosphopeptide identified by MS/MS. In the case of a missing MS/MS for a particular peptide in one replicate, the SIC peak area was calculated according to the peptide’s isolated mass, and the retention time was calculated from retention time alignment. A minimum SIC peak area equivalent to the typical spectral noise level of 1,000 was required of all data reported for label-free quantitation. Individual SIC peak areas were normalized to the peak area of the standard phosphopeptide DRVpYHPF that was exogenously spiked before phosphopeptide enrichment and reversed-phase elution into the mass spectrometer. Quantitative analysis was applied to five replicate experiments. To select phosphopeptides that show a statistically significant change in abundance between control and treatment cells, *q*-values for multiple hypothesis tests were calculated based on *p*-values from two-tailed unpaired Student’s *t*-tests using the R package QVALUE as described by Storey (2003) and Storey and Tibshirani (45, 46).

### Glycogen and Glucose Quantification

Glycogen and glucose were quantified as described by Tennessen et al. (47). Flies were mated for 2 days, and females separated into groups of six flies. Food vials were changed every other day, and at age 8–10 days, flies were briefly anesthetized with light CO_2_, collected in a microcentrifuge tube and flash frozen in dry ice. With tubes kept on ice, flies were homogenized in 100 μl PBS using a motorized plastic pestle. A 10 μl aliquot was removed for BCA protein quantification, and the remaining 90 µl was heat treated at 70°C for 10 min. Samples were spun down at 14K rpm for 3 min at 4°C, and the supernatant removed to a new tube. Samples were diluted 1:10, and standard curve dilutions for glucose and glycogen were made by diluting stocks to 160 µg/ml, making 1:1 serial dilutions for 80, 40, 20, and 10 µg/ml. 25 µl of each sample was pipetted to four wells of a clear microplate, and 25 µl of each glucose or glycogen standard was pipetted to two wells. Amyloglucosidase enzyme (Sigma, # A1602) was diluted 1.5 µl into 998.5 µl PBS, and 25 µl diluted enzyme was pipetted to the glycogen standards and two sample wells. 25 µl PBS was pipetted to the glucose standards and to the other two sample wells. The plate was wrapped in parafilm and incubated at 37°C for 1 h. 100 µl Glucose Hexokinase Reagent (Thermo Scientific TR15421) was pipetted to each well, and the plate was incubated at room temperature with gentle rocking for 15 min. The absorbance was read at 340 nm on a SpectraMax M5 platereader using Softmax Pro software. The glycogen concentration was quantified by subtracting the glucose absorbance from the total glycogen + glucose absorbance and normalized to total protein content quantified by BCA.

### Glycogen Phosphorylase Activity Assay

Activity of glycogen phosphorylase was adapted and modified from protocols used for mammalian cells (48). Five female flies 7–10 days old were harvested in 150 µl NP40 lysis buffer with inhibitors (see Western Blots) without centrifugation. 10 μl lysate was combined with reaction mixture in a 96-well plate on ice. Reaction mixture consisted of 50 mM Na glycerophosphate pH 7.1, 10 mM K_2_PO_4_, 5 mM MgCl_2_, 1 mM DTT, 0.2% glycogen, 0.5 mM NAD^+^, 1.6 U phosphoglucomutase, and 1.6 U glucose-6-phosphate dehydrogenase in a total reaction of 300 µl. The plate was brought to room temperature (25°C), and fluorescence was measured at excitation 350 nm, emission 470 nm (SpectraMax M5 platereader) for NADH generation. Activity was calculated by determining the fluorescence after 45 min incubation, relative to total protein determined by BCA assay (Thermo Scientific # 23227).

### Cloning *Drosophila GlyP*

*GlyP* cDNA was obtained from the *Drosophila* Genomics Resource Center (stock # LD24485) and cloned into pENTR-TOPO Gateway vector (Thermo Fisher). Mutations S15A and S15D were made using the GENEART Site-Directed Mutagenesis System (Invitrogen A13282). Wild-type, S15A, and S15D *GlyP* coding sequences were sub-cloned into the *Drosophila* transgene vector pUAST-attB and were submitted to GenetiVision Corporation (Houston, TX, USA) for transgene embryo injection and stock generation.

### Fly Husbandry

Flies were reared and maintained at 25°C, 40% relative humidity and 12-h light/dark. Adults were maintained upon agar-based diet with cornmeal (0.8%), sugar (10%), and yeast (2.5%), or upon the same diet supplemented with 200 μM mifepristone (RU486) or ethanol control. Stocks were backcrossed to w^1118^ for at least five generations.

### Lifespan Assays

Two- to three-day-old mated female adult flies reared in density-controlled bottles were collected with light CO_2_ anesthesia and pooled in 1 l demography cages at a density of 100–125 flies per cage. Three independent cages were used per genotype. Food vials were changed every day for the first 3 weeks, then every 2 days for the remainder of the experiment. Dead flies were removed and recorded every other day. Survival analysis and Cox Proportional Hazard analysis were conducted in R using the “surv” package and “survdiff” function. To adjust for mortality caused by the RU486 covariate independent of genotype, Gompertz mortality models were fit to control genotypes given RU486 or ethanol vehicle using the “flexsurv” package and “flexsurvreg” function. The mortality estimate decreased by RU486 treatment was applied to Gompertz mortality models for test genotypes given RU486 or ethanol vehicle.

### Starvation Assays

Two- to three-day-old mated female adult flies reared in density-controlled bottles were collected with light CO_2_ anesthesia into glass vials containing 1% agar solution at a density of about 15 flies per vial. Eight independent vials were used per genotype. Vials were changed every 2–3 days to ensure flies did not desiccate. Dead flies were counted every 8 h. Data analyzed as in Section “Lifespan Assays.”

## Results

*Drosophila* insulin-like peptides 1–8 have varied physiological functions (8, 49, 50) which may arise from specific amino acid sequences and structures that interact with InR in precise ways. When DILP peptide sequences are aligned with that of human insulin and IGF (Figure 1), the B and A chains of the proposed mature pro-hormones show low sequence identity among DILPs and between DILPs, insulin and IGF, except for cysteine residues required for disulfide bonds connecting the B and A chains (51, 52). In addition, among most ligands there is a highly conserved tyrosine in the A chain and a leucine in the B chain that are proposed to function in ligand–receptor interactions (36). DILP7 and DILP1 are longer than other DILPs and have very unique sequences relative to DILPs 1–6. Human insulin, IGF, and some DILPs contain one or two phenylalanines at the C-terminal tail of the B chain, although these residues are not found in DILP2, DILP6 and DILP7.

**Figure 1:**
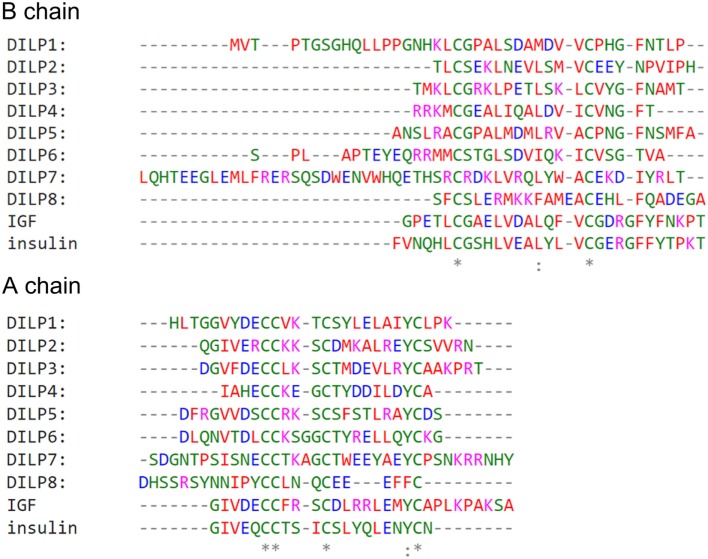
*Drosophila* insulin-like peptide (DILP) amino acid sequences have a low degree of identity between each other and with human insulin and IGF. DILP B chain and A chain sequences based on predicted cleavage sites. Alignment made using EMBL-EBI Clustal Omega (https://www.ebi.ac.uk/Tools/msa/clustalo/).

*Drosophila* insulin-like peptide 2 and DILP5 are similarly expressed and released from brain medial secretory neurons in adult *Drosophila*, yet appear to have distinct roles in glucose and protein metabolism and in aging (8, 16). To understand how these related ligands generate different outcomes *in vivo*, we treated *Drosophila* S2 cells in culture with purified synthetic DILP2 (37) and recombinant DILP5 (36). At doses ranging from 0.1 to 100 nM, DILP2 and DILP5 stimulated comparable increases in Akt phosphorylation at Ser505 (Figure 2A), suggesting they have similar potency. Likewise, DILP2 and DILP5 were equally efficient at stimulating InR and Akt phosphorylation in a ligand competition assay (Figure 2B). Finally, DILP2 and DILP5 similarly stimulated phosphorylation of Akt at Thr342, S6K at Thr398, and ERK at Thr202/Tyr204, though S6K phosphorylation is slightly stronger after DILP5 stimulation than DILP2 (Figure 2C). Together, these data suggest that the synthetic DILP2 and recombinant DILP5 reagents have comparable potency and ability to stimulate S2 cell signaling.

**Figure 2:**
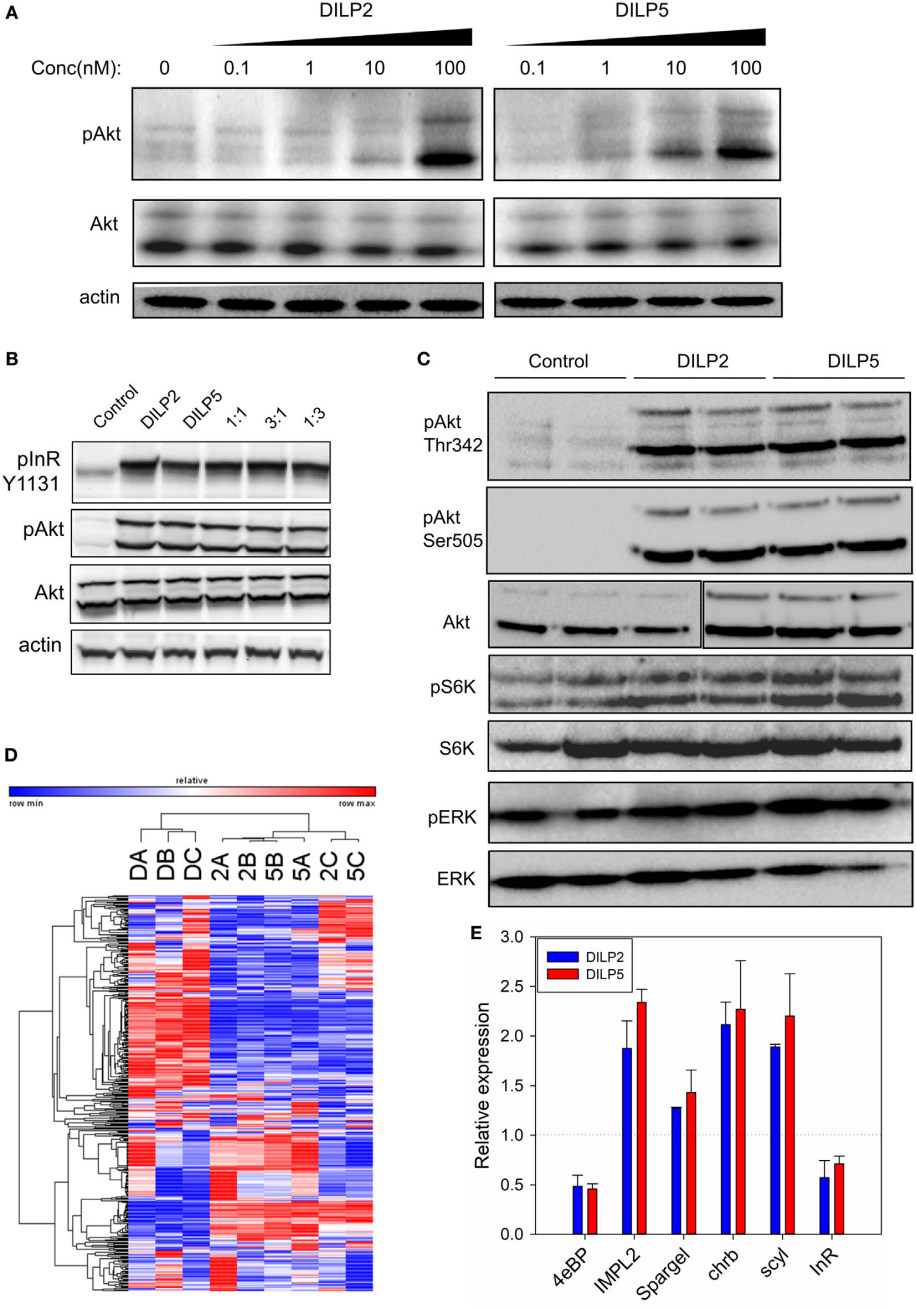
*Drosophila* insulin-like peptide (DILP) 2 and DILP5 induce similar signaling in S2 cells. **(A)** DILP2 and DILP5 stimulate Akt phosphorylation with comparable potency. S2 cells were stimulated with DILP2 or DILP5 for 5 min at the specified concentrations. **(B)** DILP2 and DILP5 activate InR and Akt the same in competition assays, inducing similar phosphorylation each alone, with equal parts each ligand or, with an excess of one ligand. S2 cells stimulated for 5 min with DILP2 or DILP5 at 100 nM, with 50 nM DILP2 and 50 nM DILP5 (“1:1”), with 75 nM DILP2 and 25 nM DILP5 (“1:3”), and with 25 nM DILP2 and 75 nM DILP5 (“1:3”). **(C)** DILP2 and DILP5 similarly stimulate pAkt, pS6K, and pERK at 100 nM for 5 min. **(D)** DILP2 and DILP5 at 100 nM for 1 h induce similar gene expression profiles. Heatmap represents the transcript RPKM values with the top 2.5% coefficient of variation between samples: DILP2 (“2”), DILP5 (“5”), or control serum-depletion (“D”). **(E)** DILP2 and DILP5 at 100 nM for 1 h induce similar changes in gene expression measured by qPCR.

Human insulin and IGF, and *Drosophila* DILPs regulate activity of FOXO transcription factors to affect downstream pathways through control of gene expression (53–55). To determine whether DILP2 and DILP5 stimulate different or similar gene expression profiles, we conducted RNA-Seq from mRNA of S2 cells stimulated with each DILP at 100 nM for 1 h (Figures 2D,E; Figure S1 and Table S1 in Supplementary Material). 

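S2 cells, a cultured *Drosophila* cell line, were kept without serum for 16 h and were then given vehicle (control), DILP2 or DILP5. RNA-Seq was done on 3 libraries per condition, here called replicates A, B and C. The authors mapped the reads with Tophat and Bowtie to the dm3 genome, counted them on genes with easyRNASeq and deposited the counts of 13937 genes without normalization. The reads counted on genes numbered 35170618, 28365854 and 34255469 in control replicates A, B and C. The corresponding totals were 31912794, 30069999 and 36394904 with DILP2, and 36491495, 38557706 and 38453801 with DILP5. Counts were normalized by edgeR's TMM method and are given as CPM, with means ± SD over 3 libraries. The filter of edgeR that removes genes with low counts left 8981 genes. One model of the 9 libraries gave each comparison by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and genes with an adjusted p under 0.05 are called differentially expressed. Log2 fold changes are given with standard errors from that model. The coefficient of variation between replicates that the model estimated across genes was 6.29%. In counts simulated from these libraries, 30 of 50 genes changed 1.25-fold and 43 of 49 genes changed 2-fold in one group were called, beside 12 unchanged genes, among the 8900 genes tested there.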

Transcript profiles induced by DILP2 and DILP5 were not distinguishable based on hierarchical clustering of the top 2.5% responding genes, while profiles stimulated by DILP2 and DILP5 were clearly distinct from profiles of cells in the absence of DILP (depletion control) (Figure 2D). On the other hand, DILP2, DILP5, and control profiles were mutually distinct based on principle component analysis of all RPKM values (Figure S1B in Supplementary Material). 

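The 247 genes with the largest coefficient of variation of CPM across the 9 libraries, 2.5% of the genes with at least 1 count in every library, were clustered by average linkage of 1 minus the Pearson correlation of the scaled CPM. Of the 6 DILP libraries, 4 had a library of the same DILP as their nearest neighbour. DILP2 replicates A and B were nearest to each other, and so were DILP5 replicates A and B. DILP2 replicate C was nearest to control replicate A, and DILP5 replicate C to control replicate C. The correlations of these 6 libraries with their nearest neighbours were from -0.0440 to 0.00413, so the neighbours rest on correlations near 0. The first split of the tree placed DILP2 replicate C and DILP5 replicate C with the 3 controls, apart from the other 4 DILP libraries. With the top 10% of genes (988 genes), 0 of the 6 DILP libraries were nearest to a library of the same DILP, and the first split was the same. The paper concludes from its clustering that the profiles of the 2 DILPs are alike and differ from the control. It names no distance or linkage, so the trees here may differ from its own.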

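Principal components were computed from the log2 CPM of the 8981 genes past the count filter. The first component held 27.6% of the variance and the second 19.0%. On the first component, the 3 controls scored between -16.85 and -8.53, DILP2 replicates A and B scored 11.55 and 7.67, and DILP5 replicates A and B scored 11.25 and 9.12. Replicate C scored -0.17 with DILP2 and -1.79 with DILP5. The ratio of the variance between the 3 groups to that within them, over all components, was 1.60, and an exact permutation test over the 280 splits of the libraries gave a one-sided p = 0.0321. For DILP2 against control the ratio was 1.94, and for DILP5 against control it was 2.06. Each was the largest among the 10 splits of its 6 libraries (exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). Between DILP2 and DILP5 the ratio was 0.823, and 7 of the 10 splits gave one as large (exact permutation test, p = 0.7). With the replicate block this ratio was 1.55 (permutation test, p = 0.2). The splits of that test did not keep to the replicate letters, so its p can be too small. On the linear CPM scale, the ratio for the 3 groups was 1.97 (exact permutation test, p = 0.186). There the ratio for DILP5 against control was 2.75 and no longer the largest of its splits (exact permutation test, p = 0.3). For DILP2 against control it was 3.52 (exact permutation test, p = 0.1). The 3 groups also fell short of the threshold without control replicate A (exact permutation test, p = 0.075) or control replicate B (p = 0.0643).

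**Figure D1:**
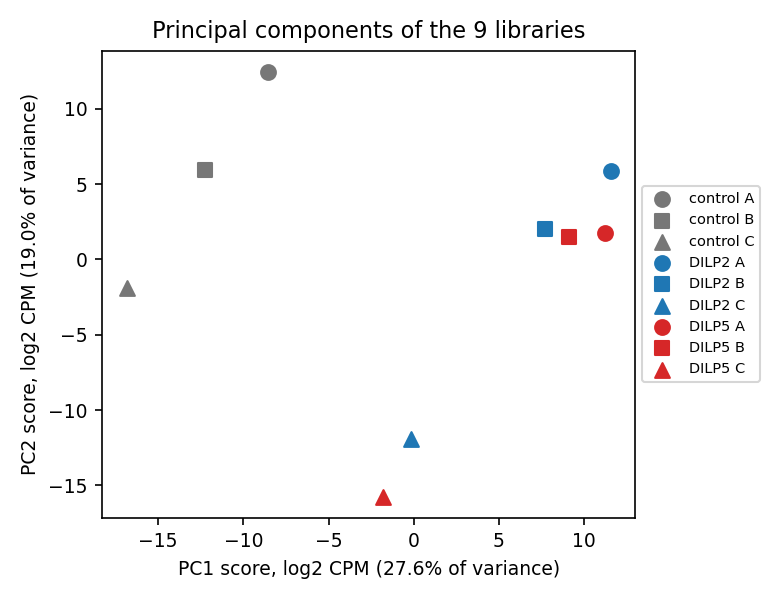
Scores of the 9 libraries on the first and second principal component of log2 CPM, 1 point per library, coloured by condition with a marker per replicate. The 3 controls score below -8 on the first component, and replicate C of DILP2 and of DILP5 scores -11.92 and -15.75 on the second.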

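With DILP5, 1173 of the 8981 genes tested were differentially expressed relative to control, 564 higher and 609 lower. With DILP2, 981 genes were differentially expressed, 479 higher and 502 lower. The difference was 192 genes. The balance of higher and lower genes depended on scaling. With library size only, 366 genes were higher and 852 lower with DILP5, and 307 and 778 with DILP2. With a trend on gene length removed, chosen after the data were seen, 766 were higher and 461 lower with DILP5. With DILP2 they were 673 and 392. The counts moved with the settings: at an adjusted p under 0.01 they were 498 genes with DILP5 and 373 with DILP2, and with the replicate letters as a block they were 2068 and 1781. The order of the 2 DILPs reversed without DILP5 replicate A or B. Those fits set 2 DILP5 libraries against 3 of DILP2, which can by itself lower the DILP5 count, so they cannot decide the order. Without DILP5 replicate A, 759 genes were called for DILP5 and 948 for DILP2, and without DILP5 replicate B, 629 and 783. Without DILP2 replicate A, 1122 genes were called for DILP5 and 523 for DILP2. Leaving out a control library keeps the 2 DILPs equal in number. DILP5 then had 622 genes against 508 for DILP2 without control replicate A. The counts were 852 against 712 without control replicate B and 624 against 487 without control replicate C. Other splits of the 6 DILP libraries into groups of 3 also gave unequal counts, and the absolute difference was 192 or more in 6 of the 10 splits, the real one included.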

DILP5 stimulation induces and represses more genes overall than DILP2 stimulation. 

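Of the genes differentially expressed with either DILP, 820 were called for both, and these changed in the same direction with DILP2 and DILP5, 400 higher and 420 lower. Both comparisons share the same 3 control libraries. Among the shared genes, *chrb* (FBgn0036165) had 72.4 ± 0.425 CPM in the control, 182 ± 6.96 with DILP2 and 185 ± 3.92 with DILP5 (SD, n = 3). By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, its log2 fold change was 1.33 (standard error 0.041, adjusted p = 9.33e-09) with DILP2 and 1.35 (standard error 0.041, adjusted p = 4.89e-09) with DILP5. *ImpL2* (FBgn0001257) rose with a log2 fold change of 1.27 (standard error 0.13, adjusted p = 9.67e-05) and 1.34 (standard error 0.13, adjusted p = 5.86e-05), from 639.9 ± 70.9 CPM in the control (SD, n = 3). *InR* (FBgn0013984) was lower, with log2 fold changes of -0.46 (standard error 0.056, adjusted p = 4.13e-04) and -0.53 (standard error 0.056, adjusted p = 1.36e-04) by the same test. *Thor* (FBgn0261560, the gene of 4eBP) had 97.8 ± 14.8 CPM in the control and 58.0 ± 11.0 and 59.2 ± 16.7 with DILP2 and DILP5, and its log2 fold changes were -0.76 (standard error 0.20, adjusted p = 0.0299) and -0.72 (standard error 0.19, adjusted p = 0.0308). The log2 fold changes of *scyl* (FBgn0041094) were 1.18 and 1.10, and those of *srl* (FBgn0037248, listed as Spargel) were 0.47 and 0.56. Of the 9 fits that each left out one library, 5 no longer called *Thor* with DILP2 and 3 no longer called it with DILP5 (adjusted p up to 0.113 and 0.120), while the other 5 genes stayed called with both DILPs.

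**Figure D2:**
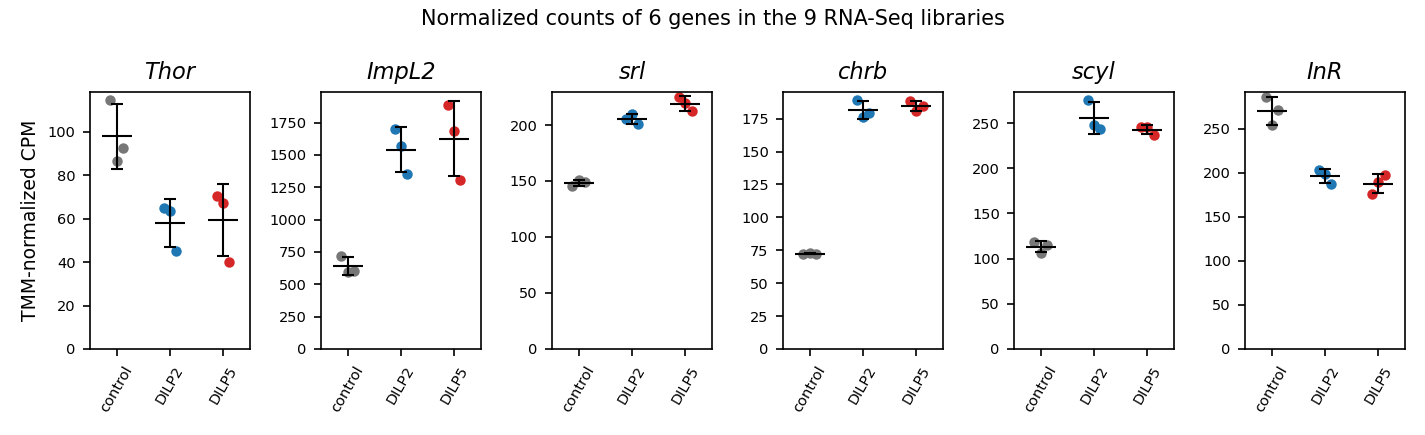
TMM-normalized CPM of *Thor*, *ImpL2*, *srl*, *chrb*, *scyl* and *InR* in each library (points), with the mean and SD of the 3 libraries per condition (bars). In each panel the means of DILP2 and DILP5 lie on the same side of the control mean.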

Of the 2,053 genes regulated by DILP5 and 1,646 genes regulated by DILP2 (differentially expressed relative to unstimulated controls, DE, FDR < 0.05), 1,366 genes were shared between DILP2 and DILP5 (Figure S1A in Supplementary Material; Table 1). Several of these shared, differentially expressed genes were validated by qRT-PCR from independent biological samples (Figure 2E). 

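Of the genes called with DILP2, 16.4% (161 of 981) were not called with DILP5, and of those called with DILP5, 30.1% (353 of 1173) were not called with DILP2. Without DILP2 replicate A these shares were 4.02% and 55.3%, and without DILP5 replicate A they were 32.3% and 15.4%. Such fits hold fewer libraries of one DILP, which can by itself move the shares. Over the alternatives that left no library out, they ranged from 11.5 to 20.0% and from 25.8 to 36.7%. This range leaves aside 25 fits made after the data were seen, in a search for the paper's numbers. Of the 161 genes, 160 changed in the same direction with DILP5, and 134 had an unadjusted p under 0.05 there. The 353 genes went in the same direction with DILP2, and 285 of them had an unadjusted p under 0.05 there. Compared directly between DILP2 and DILP5, 38 of these genes had an unadjusted p under 0.05, and the smallest adjusted p was 0.9998 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *CG10038* (FBgn0038013) fell with DILP2, with a log2 fold change of -0.22 (standard error 0.061, adjusted p = 0.0406), against -0.058 (standard error 0.061, adjusted p = 0.584) with DILP5. *CG10050* (FBgn0037492) rose with DILP5, with a log2 fold change of 0.42 (standard error 0.099, adjusted p = 0.0176), against 0.34 (standard error 0.10, adjusted p = 0.0528) with DILP2. Of the 9 fits that each left out one library, 6 no longer called *CG10038* with DILP2 (adjusted p up to 0.142) and 3 no longer called *CG10050* with DILP5 (adjusted p up to 0.0707). *CG10096* and *CG10097*, whose exons overlap in the BDGP6 annotation and whose reads the counting could share, had log2 fold changes with DILP5 of -0.79 and -0.78. *Hex-C* (FBgn0001187) had 1.83 ± 0.168 CPM in the control and 1.20 ± 0.216 with DILP2 (SD, n = 3), and was not called, with a log2 fold change of -0.59 (standard error 0.20, adjusted p = 0.0762) with DILP2. For *CG33774* (FBgn0053774), the log2 fold change with DILP2 was 0.55 (standard error 0.20, adjusted p = 0.107), also not called. These 2 calls depended on the fit. With the replicate letters as a block both genes were called with DILP2, and *Hex-C* also by edgeR's exact and likelihood ratio tests. Of the 25 fits of the search, 23 called *Hex-C* and 16 called *CG33774* with DILP2. Of the 9 fits that each left out one library, 0 called either gene.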

About 33% of DILP5 targets are unique to DILP5 and approximately 16% of DILP2 targets are unique to DILP2 (Table 1; Figure S1A in Supplementary Material). Two of the uniquely DILP2-regulated genes, Hex-C and CG33774, were validated by qRT-PCR from independent biological samples (Figure S1E in Supplementary Material).

**Table 1:** DE genes stimulated by *Drosophila* insulin-like peptide (DILP) 2 and DILP5: top 10 with statistical significance.

Comparison	Flybase ID	Gene	log2 Fold change	False discovery rate
DILP2 vs control	FBgn0036165	chrb	1.327375	4.38E−160
	FBgn0001257	ImpL2	1.267441	5.04E−158
	FBgn0261625	CG42708	1.172664	1.45E−144
	FBgn0041094	scyl	1.175456	7.91E−140
	FBgn0033391	CG8026	1.120938	3.63E−131
	FBgn0052103	CG32103	1.044493	2.74E−127
	FBgn0035542	CG11347	−1.15499	4.46E−109
	FBgn0001332	L	−1.20772	1.72E−108
	FBgn0023407	B4	0.815275	3.01E−96
	FBgn0015903	apt	1.088881	4.05E−91

DILP5 vs control	FBgn0036165	chrb	1.355795	9.66E−179
	FBgn0261625	CG42708	1.258132	7.79E−166
	FBgn0033391	CG8026	1.158735	5.35E−123
	FBgn0035542	CG11347	−1.21851	2.25E−118
	FBgn0052103	CG32103	1.037735	8.81E−114
	FBgn0015903	apt	1.175589	1.35E−112
	FBgn0041094	scyl	1.106372	4.55E−108
	FBgn0001257	ImpL2	1.340038	1.49E−103
	FBgn0001332	L	−1.26188	2.36E−98
	FBgn0259176	bun	−0.81646	1.84E−90

Unique to DILP2 vs control	FBgn0004893	bowl	−0.19777	0.003551
	FBgn0020440	Fak56D	−0.186	0.003782
	FBgn0038013	CG10038	−0.22335	0.008633
	FBgn0001149	GstD1	−0.22084	0.000232
	FBgn0034440	CG10073	−0.41936	0.019479
	FBgn0035710	SP1173	0.155922	0.014907
	FBgn0024177	zpg	0.24921	0.008772
	FBgn0002526	LanA	0.105225	0.0386
	FBgn0022699	D19B	−0.14368	0.033286
	FBgn0005672	spi	−0.12572	0.034756

Unique to DILP5 vs control	FBgn0032785	CG10026	−0.50202	0.016946
	FBgn0004635	rho	−0.2252	0.032889
	FBgn0037492	CG10050	0.427592	0.003207
	FBgn0038032	CG10096	−0.79401	0.008805
	FBgn0038033	CG10097	−0.78267	0.010873
	FBgn0003742	tra2	0.163187	0.039883
	FBgn0010638	Sec61beta	0.176851	0.021728
	FBgn0032799	CG10166	0.161421	0.015904
	FBgn0028554	xl6	0.157449	0.007431
	FBgn0037443	CG1021	0.141883	0.022384

DILP2 vs DILP5	FBgn0033865	CG6220	−0.40876	3.27E−06
	FBgn0053774	CG33774	−0.73463	0.001238
	FBgn0044510	mRpS5	−0.25787	0.044839

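Among the 981 genes called with DILP2, 97.2% changed less than 2-fold, and 27 changed at least 2-fold. Among the 1173 genes called with DILP5, 97.8% changed less than 2-fold, and 26 changed at least 2-fold. The median change was 1.21-fold with each DILP. The largest change among called genes was 4.40-fold with DILP2, a fall of *Esp* from 0.378 ± 0.0882 CPM in the control to 0.0830 ± 0.0509 (SD, n = 3). With DILP5 it was 4.26-fold, a fall of *CG1988* from 0.354 ± 0.105 to 0.0807 ± 0.0474 CPM (SD, n = 3). Both genes had at most 15 counts in any library. Of the 9 fits that each left out one library, 5 no longer called *Esp* with DILP2 and 7 no longer called *CG1988* with DILP5. The largest rise was that of *CG3348*, with log2 fold changes of 1.65 (standard error 0.11, adjusted p = 5.55e-06) with DILP2 and 1.80 (standard error 0.11, adjusted p = 2.70e-06) with DILP5 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without the filter on low counts, the largest absolute log2 fold change among called genes was 2.22 with DILP2 and 5.49 with DILP5. The paper's sentence on its limits names log2 fold changes, so whether these are folds or log2 units is open.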

The log2 fold changes for genes regulated by either DILP were low overall: most were below twofold although some were up to fourfold for DILP2 stimulation and fivefold change for DILP5 (Figures S1C,D in Supplementary Material). 

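The median adjusted p of the called genes was 0.0162 with DILP2 and 0.0145 with DILP5 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). An adjusted p under 0.01 was reached by 373 of the 981 genes with DILP2 and by 498 of the 1173 with DILP5. The smallest adjusted p was 9.33e-09 with DILP2 and 4.89e-09 with DILP5, each for *chrb* and *CG42708*. *CG42708* (FBgn0261625) had log2 fold changes of 1.17 with DILP2 and 1.25 with DILP5, each with a standard error of 0.037. *B4*, with a log2 fold change of 0.81 under DILP2, had 281 ± 1.19 CPM in the control and 495 ± 4.24 with DILP2 (SD, n = 3).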

Despite modest effect size, we observed low FDR for most differentially expressed genes (Table 1). However, only three genes showed statistical significance for differential expression between DILP2 and DILP5 (Table 1). 

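Between DILP2 and DILP5, 0 of the 8981 genes had an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 208 had an unadjusted p under 0.05. The smallest adjusted p was 0.9998. The alternatives set before the data were examined also gave 0. This 0 depends on the fit: of 27 fits tried after the data were seen, in a search for the paper's numbers, 15 called from 1 to 61 genes, *CG33774* among them in 13, *CG6220* in 8 and *mRpS5* in 3. One of these, the replicate block with the likelihood ratio test, own 6 libraries and no filter, called 36 genes, among them these 3, which are the genes the paper names. *CG6220* (FBgn0033865) had 119.5 ± 91.4 CPM in the control, 155 ± 8.46 with DILP2 and 118 ± 20.6 with DILP5 (SD, n = 3). Its log2 fold change of DILP5 over DILP2 was -0.40, with a standard error of 0.37 from the model. That standard error takes in the spread of the control libraries. The DILP2 libraries had from 146 to 163 CPM and the DILP5 libraries from 95.1 to 135 CPM, without overlap. Control replicate A, with 8040 counts of *CG6220* against 1682 and 2623 in replicates B and C, gave the control its spread. Without that library, the log2 fold change against control was 1.21 with DILP2 and 0.81 with DILP5, and both had an adjusted p under 0.05. Between DILP2 and DILP5, 0 genes were called without it. For *CG33774* the log2 fold change of DILP5 over DILP2 was -0.75 (standard error 0.20), from 4.97 ± 1.43 CPM with DILP2 and 2.96 ± 0.497 with DILP5 (SD, n = 3). For *mRpS5* (FBgn0044510) it was -0.25 (standard error 0.13).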

Overall, DILP2 and DILP5 appear to have largely similar effects on the transcriptional responses of cells, at least on the time point of 1 h.

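Over the 1551 genes called for the mean of the 2 DILPs against control, the log2 fold changes of DILP2 and DILP5 had a Pearson correlation across genes of 0.974, and genes are not independent replicates. Unchanged groups simulated against the same 3 controls gave a mean of 0.499 over these genes, and 0.555 at most in 20 simulations. With different control libraries for the 2 DILPs, the mean correlation over the 1551 genes was 0.928. These genes were chosen for a change in the mean of the 2 DILPs, which favours agreement, and the simulations did not repeat that choice. Over all 8981 genes, without it, the correlation was 0.765 with shared controls, against a mean of 0.513 for simulated unchanged groups that also shared controls. With different control libraries it was from 0.341 to 0.410. Those fits gave one DILP a single control library, and no unchanged groups were simulated for them. The mean of 0.513 is thus no reference for these values. Lists of genes fixed beforehand were tested with limma's camera, at a preset correlation of 0.01, in 15 tests. The median log2 fold change of 84 cytosolic ribosomal protein genes was 0.13 with DILP2 (adjusted p = 1.94e-12) and 0.14 with DILP5 (adjusted p = 9.40e-13). For 71 mitochondrial ribosomal protein genes it was 0.12 and 0.13 (adjusted p = 2.34e-09 for each). None of these calls held with the correlation estimated from the data, and under fry each had an adjusted p = 0.0533. As many lists passed in 6 of the 10 splits of the 6 libraries for DILP2 and in 7 of 10 for DILP5, the real split included. Log2 fold changes also followed exonic length across genes (Spearman's rho -0.20 with DILP2 and -0.24 with DILP5). The lists were not tested with that trend removed, so it stays open as a source of these rises. Of 20 genes of the insulin and TOR pathway, 9 were called with DILP2 and 11 with DILP5 over all genes tested, and 11 and 12 adjusted over the list alone. In this list, *InR*, *Thor*, *ImpL2*, *scyl* and *chrb* are named in the paper from these same libraries. Their calls are thus no independent support. Of 10 genes of the ERK response, 1 was called with each DILP, by either adjustment. Of 9 glycogen metabolism genes, 0 were called with DILP2 and 1 with DILP5, also adjusted over the list alone. Between DILP2 and DILP5, 0 of the 5 lists passed the threshold in the fit of the 9 libraries, but this depended on single libraries: the cytosolic list passed without DILP2 replicate A (adjusted p = 1.67e-04) or DILP5 replicate C (adjusted p = 4.12e-04), higher with DILP5, and without DILP5 replicate A (adjusted p = 7.13e-04), lower with DILP5. The mitochondrial list passed without DILP2 replicate B (adjusted p = 0.0174), lower with DILP5. From the similarity of the 2 sets of changes, the paper proposes that the 2 ligands act alike on transcription at this time.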

In addition to transcription, insulin and IGFs modulate non-genomic cell signaling. In particular, human insulin and IGF ligands can induce specific cell responses by generating different kinetics of phosphorylation upon Akt and the insulin and IGF receptors (20, 25). To explore how DILP2 and DILP5 affect phosphorylation kinetics through a common receptor in *Drosophila*, we studied the time course of Akt phosphorylation in DILP2- and DILP5-stimulated cells by Western blots (Figure 3A). DILP2 rapidly and transiently induces pAkt, with a peak at 3 min that quickly recedes to baseline. On the other hand, DILP5 stimulates sustained pAkt for at least 1 h (Figure 3A). Such differences could arise from differences in negative feedback that determine signal termination or persistence as receptors are internalized and degraded, maintained in endosomes, or continue to signal from the cell surface (56, 57). To assess InR signaling persistence, we measured InR Tyr1131 phosphorylation over a 1 h time course of DILP2 or DILP5 stimulation. DILP2 and DILP5 stimulate similar, sustained receptor phosphorylation (Figure 3B), suggesting that dynamics of receptor activation alone does not account for the differential kinetics of pAkt in DILP2- and DILP5-stimulated cells.

**Figure 3:**
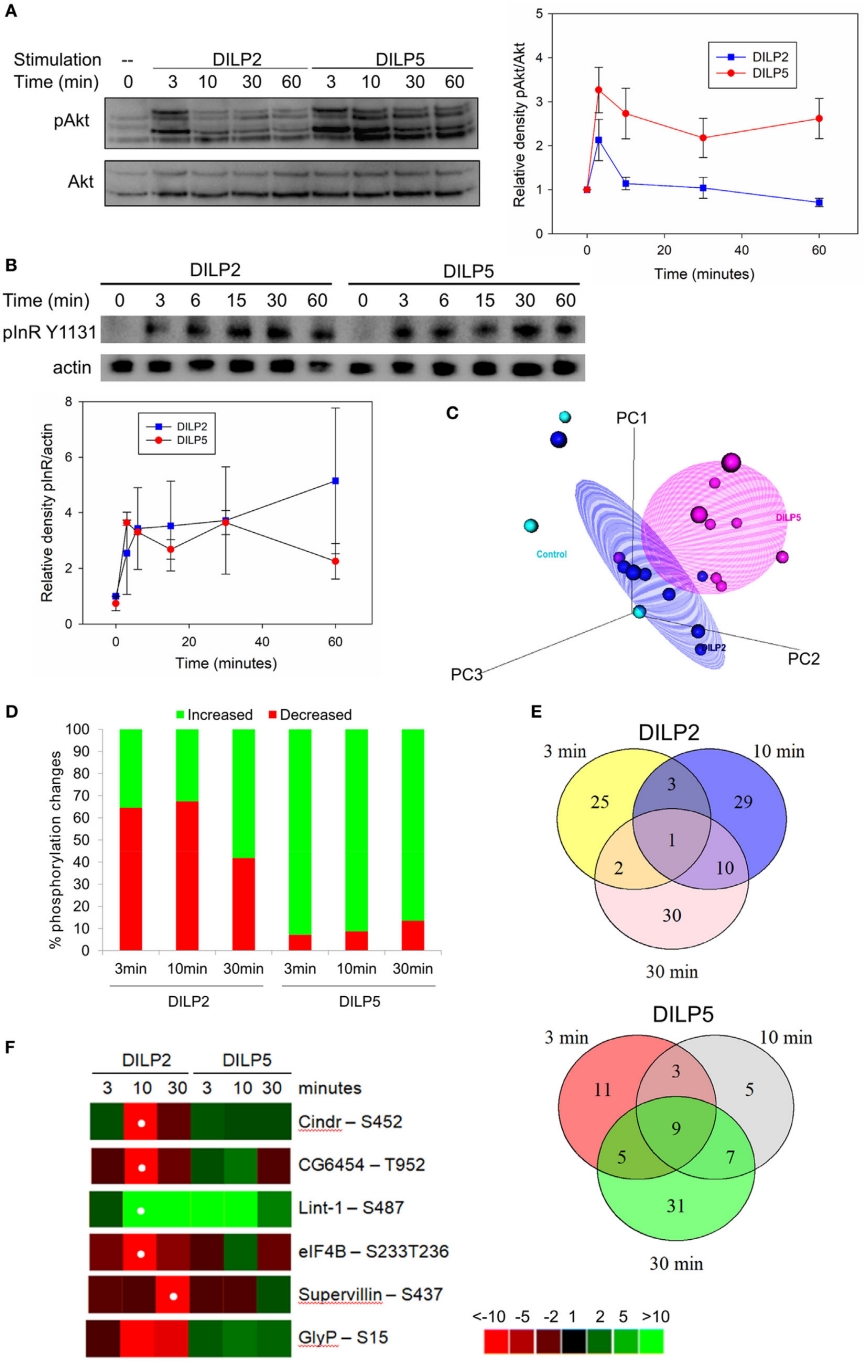
*Drosophila* insulin-like peptide (DILP) 2 and DILP5 stimulate distinct patterns of protein phosphorylation. **(A)** DILP2 and DILP5 at 100 nM stimulate distinct kinetics of phosphorylation upon Akt across 1 h. Representative blot (left) and quantification (right) of band densitometry analyzed in ImageLab (Bio-Rad), two-way ANOVA DILP2 vs DILP5 *p* < 0.001, *post hoc p* < 0.05 for *t* = 3 min, 10, 30, and 60 min. **(B)** DILP2 and DILP5 at 100 nM stimulate pInR to similar extents over 1 h. Representative blot (top) and quantification (bottom) two-way ANOVA *p* = 0.482. **(C)** PCA plot for phosphoproteomic data distinguishes among control, DILP2 stimulation, and DILP5 stimulation. **(D)** Phosphosites increased or decreased by DILP2 or DILP5 at 100 nM for the designated time points (cutoffs to call phosphosites inferred from data-driven fold-change threshold, see Figure S2 in Supplementary Material). **(E)** Venn diagram of phosphopeptides changed by DILP2 (top) and by DILP5 (bottom) across time. There are fewer overlapping phosphopeptides among DILP2 stimulation time points than among DILP5 stimulation time points. **(F)** Heatmap of phosphorylation events regulated by DILP2 and not by DILP5. White dot indicates false discovery rate (FDR) < 0.05 after adjustment for multiple comparison. Glycogen phosphorylase (GlyP) Ser15 FDR = 0.1.

Insulin and IGF stimulate phosphorylation on proteins besides Akt, including GSK3β, MAPK, and mTOR (58, 59). To more fully identify differences that are potentially induced by DILP2 and DILP5 signaling, we conducted an unbiased phosphoproteomic analysis in S2 cells treated with DILP2 or DILP5 at 100 nM for 3, 10, or 30 min (Table S3 in Supplementary Material). Among all samples and replicates, we detected 5,250 unique phosphosites corresponding to 1,575 proteins. Table 2 lists phosphosites significantly changed by DILP2 or DILP5 at individual time points compared with control. Phosphosites altered by DILP2 stimulation but not by DILP5 included Cindr (Ser452), CG6454 (Thr952), and Supervillin (Ser437) (Table 2; Figure 3F). Few phosphosites were significantly altered based on rigorous criteria (FDR < 0.05), likely because technical variation between biological replicates was high (Figure 3C). Nonetheless, principle component analysis reveals that combined time points of DILP2 and DILP5 phosphoproteomes separate from each other and relative to control cells in three dimensions. The first three principle components accounted for approximately 86.21% of the variance in the data. Time points at 3 min were more similar to control samples (data not shown); however, across all time points, DILP2 and DILP5 produce distinct global phosphorylation patterns (Figure 3C, MANOVA *p* = 0.005).

**Table 2:** Significantly altered phosphosites stimulated by *Drosophila* insulin-like peptide (DILP) 2 and DILP5.

Treatment	Protein	Phosphosite	Ratio	False discovery rate
DILP2, 10 min	slender lobes	Ser780	0.0249	0.0479
	daughter of sevenless	Thr515 Thr518	34.1037	0.0479
	sosondowah	Ser179	0.0218	0.0479
	germinal center kinase III	Ser454	0.0342	0.0479
	eIF4B	Ser233 Thr236	0.0014	0.0479
	CG6454	Thr952	0.0358	0.0479
	CG3680	Ser424	0.0107	0.0479
	CG1908	Ser487	197.1951	0.0479
	BtbVII	Thr243 Ser245	640.7984	0.0479
	Cindr	Ser452	0.0049	0.0479

DILP2, 30 min	CG32306	Ser437	0.0147	0.0479
	East	Ser467	0.0615	0.0479
	MAP3K/MLK	Ser582	6.9046	0.0479

DILP5, 3 min	TRAM	Ser359	5.8001	0.0479
	Pez	Ser760 Ser763	24.6908	0.0479

DILP5, 30 min	sterile 20-like kinase	Ser357	302.1428	0.0479

To further resolve potential differences between the DILP2- and DILP5-stimulated phosphoproteomes, we calculated the inflection point for all phosphopeptide fold changes in each condition as previously described (44, 60). The inflection points assigned conservative fold-change thresholds as criteria for altered phosphosites (Figure S2 and Table S4 in Supplementary Material). Over the time course, DILP5 largely increases phosphorylation at the detected phosphosites, while DILP2 equally increases or decreases phosphorylation (Figure 3D). In addition, the majority phosphosites changed by DILP2 were unique to one time point, but many of the phosphosites affected by DILP5 were observed across two or three time points (Figure 3E), consistent with the patterns of pAkt kinetics we observed by Western blot.

Among several phosphorylation events unique to DILP2 or DILP5 by inflection point analysis (Figure S2 and Table S4 in Supplementary Material), GlyP (Ser15) was greatly decreased in abundance by DILP2 but not by DILP5 (Figure 3F). Glycogen phosphorylase (GlyP) is notable as a conserved glycogen catabolic enzyme and the rate-limiting step in glycogenolysis (35, 48, 61, 62), while glycogen storage is emerging as a potential mediator of aging in several model systems (63, 64). The activity of GlyP is regulated through several mechanisms, including phosphorylation of Ser14 in mammalian phosphorylase (65), the analogous residue to *Drosophila* GlyP Ser15. Phosphorylation of Ser14 activates GlyP, and mammalian insulin represses this posttranslational modification (65). Our result shows that DILP2, but not DILP5, leads to dephosphorylation of GlyP at Ser15, suggesting that DILP2 specifically inactivates this central enzyme of glucose metabolism.

We conducted metabolic studies to verify that DILP2 specifically modulates glycogen metabolism and GlyP activity. First, DILP2 stimulation decreased GlyP enzymatic activity in S2 cells while DILP5 stimulation did not (Figure 4A). As well, measured from whole adults, GlyP activity was elevated in *dilp2* mutants but not in *dilp5* mutants (Figure 4D). Second, while *dilp2* and *dilp5* mutants showed reduced total glycogen content compared with wild-type flies (Figure 4B), *dilp5* mutants also have less total glucose (Figure 4C), suggesting that *dilp2* and *dilp5* mutants differentially modulate glycogen turnover. DILP2 appears to repress GlyP activity, and mutation of *dilp2* permits catabolism of glycogen to maintain glucose titers. DILP5 does not directly modulate GlyP activity, and mutation of *dilp5* must affect glycogen and glucose levels through an alternative metabolic pathway.

**Figure 4:**
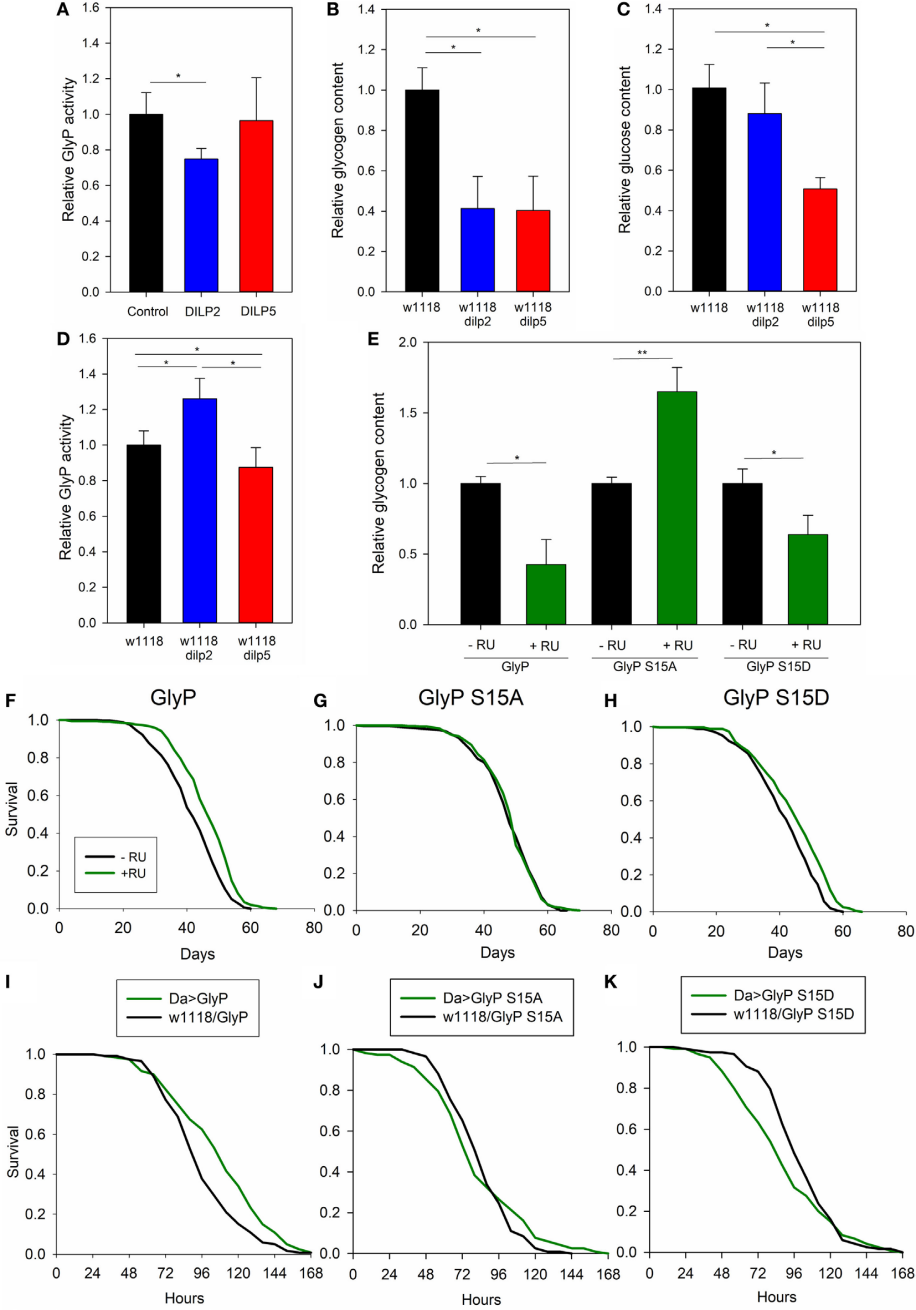
*Drosophila* insulin-like peptide (DILP) 2 and DILP5 differentially regulate glycogen phosphorylase (GlyP) to modulate lifespan and physiology. **(A)** DILP2 represses GlyP activity in S2 cells relative to cells in control conditions or those stimulated by DILP5. Serum-depleted S2 cells treated with 100 nM DILP or vehicle for 15 min. ANOVA *p* = 0.032, *n* = 6. **(B,C)** *dilp2* and *dilp5* mutants have decreased glycogen content, and *dilp5* mutants have decreased glucose content, relative to wild type. Each replicate from six female flies, age 10 days post-eclosion and 8–10 biological replicates. Glycogen **(B)** ANOVA *p* < 0.001 and glucose **(C)** ANOVA *p* < 0.001. **(D)** *dilp2* mutants have increased GlyP activity relative to wild type; *dilp5* mutants have decreased activity. Each replicate from 6 female flies, age 10 days post-eclosion, 11 biological replicates, ANOVA, *p* < 0.001. **(E)** Whole animal glycogen is affected by overexpressing GlyP with the DaGS-Gal4 driver as a function of Ser15. Each replicate, six female flies, age 10 days post-eclosion, four to five biological replicates. **(F–H)** Systemic GlyP overexpression extends longevity in a Ser15 dependent manner. DaGS-Gal4 (RU486 inducible) drove: **(F)** wild-type GlyP (Cox hazard analysis, χ^2^ = 46.5, *p* < 0.0001), **(G)** phosphonull GlyP S15A (Cox hazard analysis, χ^2^ = 0.1, *p* = 0.75), **(H)** phosphomimetic GlyP S15D (Cox hazard analysis, χ^2^ = 30.5, *p* < 0.0001). Each genotype cohort *n* = 348–366 adults. **(I–K)** Systemic GlyP overexpression regulates starvation resistance in a Ser15 dependent manner. Da-Gal4 drives: **(I)** GlyP (Cox hazard analysis, χ^2^ = 10.3, *p* = 0.001), **(J)** phosphonull GlyP S15A (Cox hazard analysis, χ^2^ = 0.2, *p* = 0.68), **(K)** phosphomimetic GlyP S15D (Cox hazard analysis, χ^2^ = 4, *p* = 0.05). Each genotype cohort *n* = 115–120 adults.

Unique among *Drosophila* IIS ligands, mutation of *dilp2* is sufficient to extend longevity, and reduced *dilp2* expression is consistently observed in various IIS manipulations that slow aging (8, 15, 53). Here, we report that reduced *dilp2* activates GlyP. Notably, chronological lifespan is reduced in yeast mutant for glycogen phosphorylase (64), and lifespan is extended in *Caenorhabditis elegans* deficient in glycogen synthesis (63). Therefore, we tested whether *GlyP* overexpression extends *Drosophila* lifespan. Wild-type *GlyP, GlyP* phosphonull (S15A, inactive enzyme), and *GlyP* phosphomimetic (S15D, constitutively active) were overexpressed using a systemic, RU486-inducible driver to express transgenes exclusively in adults and to provide exact coisogenic controls. Wild-type *GlyP* (Figure 4F) and constitutively active *GlyP* (S15D) (Figure 4H) extended lifespan. Expression of inactive *GlyP* (S15A) (Figure 4G) had no effect on survival. These data suggest that *Drosophila* lifespan is modulated by Ser15 phosphorylation of *GlyP* in response to DILP2. As well, many long-lived IIS mutants are resistant to starvation, and we found that expression of wild-type *GlyP* similarly improved starvation survival (Figure 4I). Starvation survival was not improved by phosphonull *GlyP* (Figure 4J), while phosphomimetic *GlyP* reduced resistance to starvation (Figure 4K). As noted, a recent study in *C. elegans* revealed that decreased glycogen increased longevity (63). Here, *Drosophila* longevity is increased by expressing wild-type or constitutively active *GlyP*, where each decreases total glycogen. Flies that express a phosphonull S15A *GlyP* have normal lifespan and increased total glycogen (Figure 4E).

Our data suggest that mutation of *dilp2* modulates lifespan in part through non-genomic regulation of *GlyP*. To directly test this hypothesis, we conducted genetic epistasis analysis. With a systemic, RU486-inducible Gal4 driver, we expressed *GlyP* transgenes in long-lived *dilp2* mutant adults. With addition of RU486, we induced variants of *GlyP* to determine if any modulate the longevity benefit of the *dilp2* mutation. RU486 treatment slightly extended lifespan in controls harboring UAS-*GlyP* transgenes while lacking Gal4 transgenes. To identify mortality effects dependent on *GlyP* independent of side effects from RU486, life table data were fit to Gompertz survival models by accelerated failure analysis. RU significantly affected the scale parameter (λ, frailty) but not the shape parameter (γ, slope). To account for this effect on mortality in the experimental genotypes, we subtracted the estimated scale coefficient associated with RU alone from the scale parameter estimated in Gal4/UAS genotypes given RU. Using these adjusted scale parameters and the estimated shape parameters, we recalculated life tables, survival plots and inferences on mortality. After adjusting for side effects of RU alone, survival does not differ between *dilp2* mutant controls (no RU486) and *dilp2* mutants overexpressing wild-type (Figure 5A); S15D (Figure 5C) *GlyP* (with RU486). As predicted if *dilp2* affects lifespan through control of *GlyP*, longevity is decreased in *dilp2* mutants when we overexpress S15A *GlyP* (Figure 5B). Noting that wild-type and constitutively active *GlyP* extend longevity in adults with wild-type *dilp2*, our genetic interaction analysis verifies that *dilp2* and *GlyP* modulate longevity through a common pathway: *GlyP* activation and phosphorylation at Ser15 is required for mutants of *dilp2* to extend lifespan.

**Figure 5:**
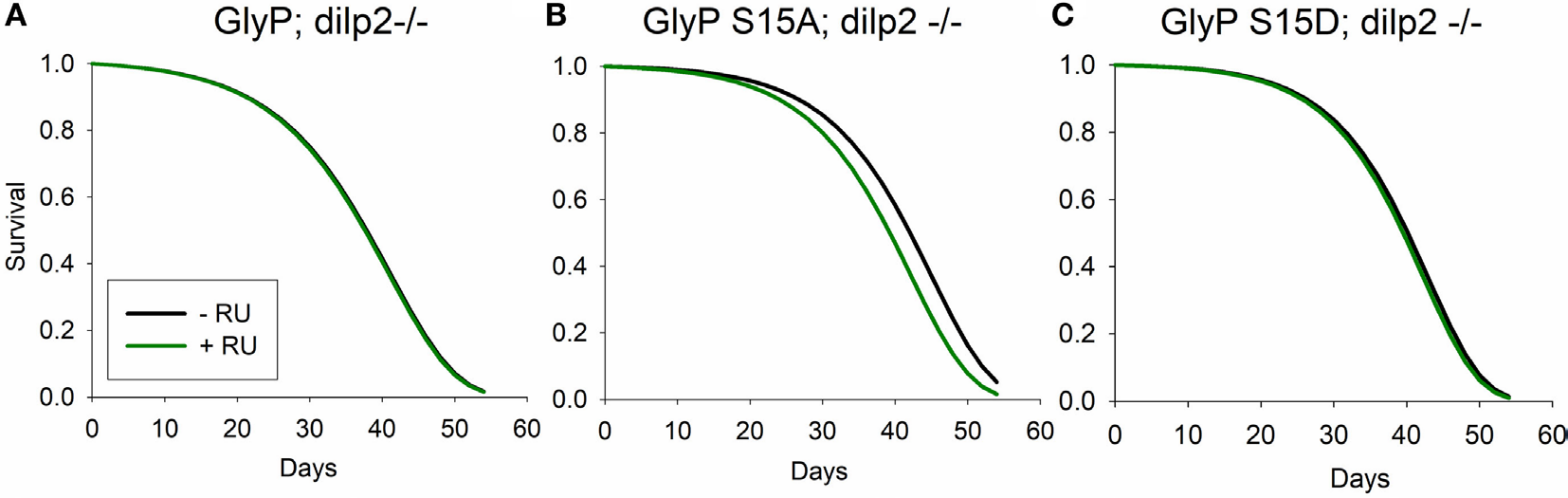
Glycogen phosphorylase (GlyP) phosphorylation is required for longevity conferred by mutation of *dilp2*. Survival calculated from life tables based on estimated Gompertz mortality parameters for UAS-GlyP expression in a *dilp2* mutant background with transgenes driven by systemic DaGS-Gal4. Gompertz mortality scale (l, frailty) parameters of transgene expression genotypes were adjusted for the impact of RU alone upon mortality estimated from control genotypes. **(A)** Overexpression of wild-type GlyP does not extend longevity (Cox hazard analysis, χ^2^ = 0.1, *p* = 0.76), **(B)** expression of GlyP S15A decreases lifespan (Cox hazard analysis, χ^2^ = 24.2, *p* < 0.0001), and **(C)** expression of GlyP S15D does not extend longevity (Cox hazard analysis, χ^2^ = 1.2, *p* = 0.28). Each genotype cohort *n* = 351–361 adults.

## Discussion

Insulin/IGF signaling variously affects animal cells, tissues, and systemic phenotypes through the action of related ligands, similar receptors and shared downstream components (9, 66). Insulin/IGF signaling is notably complex in *Drosophila* where there are seven insulin-like ligands that interact with a single tyrosine kinase insulin-like receptor, and one relaxin-like ligand associated with a G-protein-coupled receptor (10, 49, 67). Here, we studied how related insulin-like ligands, represented by DILP2 and DILP5, produce distinct phenotypes while signaling through a common tyrosine kinase receptor. The functions of several DILPs have been described by genetic and cellular studies. DILPs have distinct gene expression patterns across development, life stage and tissues [reviewed in Ref. (31)]. The spatiotemporal diversity of DILP expression provides one potential mechanism by which these ligands differentially control phenotypes despite sharing a common receptor. Nevertheless, some DILPs are expressed at the same time and place, such as DILP2, DILP3, and DILP5 in adult IPCs (30), or DILP4 and DILP7 in embryos (1). It seems likely, therefore, that insulin/IGF receptors themselves can differentially signal in response to specific ligands.

Insulin ligand sequence and structure may confer this proposed signaling bias at InR. Primary amino acid sequence varies among DILPs. Some insight on that variation can be gained by noting how DILPs differ from human insulin and IGF. DILPs and insulin/IGF differ at residues thought to be required for the ligands to bind the receptor (36, 68) at insulin binding site 1: Ser B9, Val B10, Tyr B16, and Asn A21; at insulin binding site 2: His B10, Thr A8, and Ile A10. Insulin His B10 is especially interesting because this residue is substituted with Asp to create the fast-acting synthetic insulin analog X10, and because it plays a role in the storage of insulin as hexamers in β-cells (27). The B chain of DILP5, insulin, and IGF contains C-terminal phenylalanines and large aromatic residues, but DILP2 lacks these residues. The phenylalanines and large aromatic residues function in insulin dimerization, negative cooperativity and receptor interaction (69), and their mutation produces diabetes (at human insulin Phe 24 and Phe25, the “insulin Los Angeles” and “insulin Chicago” syndromes) (70, 71). Overall, DILP2 and DILP5 vary in many amino acid residues that could potentially affect receptor binding, and thus differentially modulate receptor conformation and auto-activation. Independent of receptor interactions, DILPs bind circulating factors including acid-labile subunit (dALS), secreted decoy of InR, and IMP-L2 (72–74) which might differentially affect DILP bioavailability and signaling output.

Using synthetic DILP2 and recombinant DILP5, we studied how these related ligands affect cell signaling in a controlled, simplified system: *in vitro* stimulation of *Drosophila* S2 cells. Our preparations of DILP2 and DILP5 ligand have equal potency measured by their ability to induce pAkt in a dose-dependent manner. IIS ligands regulate many cellular functions through control of FOXO transcription factors, so we sought to differentiate these ligands by their potentially unique profiles of induced and repressed mRNA. Based on RNA-Seq and quantitative RT-PCR, DILP2 and DILP5 produce strikingly similar changes in gene expression, where differences are marked by the quantity of transcripts, not their identity. 

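The slope of the DILP5 log2 fold changes on those of DILP2, taken along the main axis through the origin over 1551 genes, was 1.05. Of these genes, 905 had the larger absolute change with DILP5. The slope was 0.978 without DILP2 replicate B and 0.957 without DILP2 replicate C, so its side of 1 depended on single libraries, and 4 of the 10 splits of the 6 DILP libraries gave a slope as far from 1, the real one included.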

FOXO thus appears to be similarly regulated by DILP2 and DILP5. Mammalian insulin and IGFs provide a precedent for this outcome, where these functionally distinct yet similar hormones produce remarkably concordant transcriptional profiles (18, 19). Naturally, insulin and IGF also operate within cells through non-genomic pathways such as repressing glycogen synthesis and GSK3β, inducing glucose transport through GLUT4 and altering protein translation (58). To study such alternatives, we compared how DILP2 and DILP5 affect the kinetics and patterns of protein phosphorylation.

We began with Western analysis of InR and Akt phosphorylation across a time course, using time points previously studied in mammalian insulin/IGF signaling and in *Drosophila* cells stimulated with human insulin (58, 59). DILP2 and DILP5 stimulate prolonged phosphorylation of InR across the assay period, as seen in rat glial cells when IGF-1 simulates IGF-1R (75, 76). On the other hand, DILP2 induces transient Akt phosphorylation that peaks at 3 min, while DILP5 stimulates prolonged, elevated Akt phosphorylation over the tested 60-min time course. Transient versus prolonged kinetics of Akt phosphorylation resembles the differences seen in mammalian tyrosine kinase receptor signaling where ligand-specific receptor-binding kinetics produce “shout” versus “whisper” transduction dynamics (56) with respective associated metabolic and mitogenic potential (26, 27). In mammalian cell model systems, various insulin and insulin analogs likewise can stimulate transient or sustained dynamics of Akt phosphorylation (25).

The dynamics of IR activation has been modeled based on receptor-binding kinetics induced by specific ligands (23, 24). DILP2 and DILP5 may affect receptor off-rates in distinct due to differences in amino acid sequences that induce unique conformational changes. Conformational changes in receptor extracellular and intracellular domains may subsequently alter receptor auto-activation, trafficking, and turnover (77). Models of mammalian receptor tyrosine kinases propose that different signals may result from trafficking of the receptor when it is ubiquitinated and degraded, recycled to the cell surface, or continuously activated in endosomes (56, 57, 78). Each mechanism may impact how the insulin ligands affect receptor interactions with substrate and adaptor proteins. *Drosophila* has a single IRS *chico*, the homolog of mammalian IRS1–4. In our phosphoproteome analysis, DILP2 and DILP5 similarly phosphorylated Chico Tyr470 and Ser471 (see Table S3 in Supplementary Material), suggesting that these sites do not mediate the distinct impact of the ligands on pAkt dynamics. Many additional adaptor proteins are known for mammalian IIS ligands (79) and several are described for *Drosophila* including Dock, Shc, lnk, and daughter of sevenless (DOS), the homolog of mammalian Gab1 (80). Interestingly, we found that DILP2 increased phosphorylation of the DOS peptide at Thr515 and Thr518 to a greater extent than DILP5. DOS/Gab1 is a scaffold for receptor tyrosine kinase signaling that integrates sevenless signaling, PI3K, and MAPK (81). Future studies may determine if DOS mediates how DILP2 and DILP5 differentially affect the kinetics of pAkt.

Most phosphopeptides affected by DILP stimulation are downstream of the immediate InR substrates. Notably, DILP2, but not DILP5, stimulated dephosphorylation of Cindr, the *Drosophila* homolog of human CIN85, which is associated with endocytosis and clathrin in mammalian cells (82). Moreover, DILP2 dephosphorylated CG6454, a likely homolog of human C2CD5 that interacts with clathrin to regulate GLUT4 translocation in adipocytes (83, 84). Interestingly, inhibition of clathrin-mediated endocytosis can alter insulin-stimulated PI3K activity and Shc and MAPK phosphorylation (78). Thus, DILP2 in contrast to DILP5 may uniquely regulate dynamics of InR endocytosis, GLUT4 membrane translocation, and cytoskeletal structures.

Among other stimulated proteins, glycogen phosphorylase (GlyP) is dephosphorylated by DILP2 but not by DILP5. To evaluate if DILP2 affects GlyP function in S2 cells, we applied a GlyP enzymatic activity assay for insects, adapting techniques from mammalian biology (48). DILP2 treatment decreases GlyP activity, as predicted from the phosphoproteomic data where DILP2 stimulation dephosphorylated GlyP at Ser15. DILP5 stimulation does not alter GlyP activity, in accordance with the phosphoproteomic data where DILP5 did not alter GlyP Ser15. We also validated that DILP2 uniquely regulates GlyP activity *in vivo*. Adult *dilp2* mutant flies, which are long-lived, have elevated GlyP enzymatic activity relative to wild-type flies, while activity is slightly decreased in *dilp5* mutants. Since DILP5 alone does not reduce GlyP Ser15 phosphorylation, the *dilp5* mutation may decrease GlyP activity indirectly because loss of *dilp5* increases *dilp2* expression (data not shown).

*dilp2* mutants could in part extend lifespan by its non-genomic control of this glycogen catabolism enzyme, given that DILP2 regulates GlyP Ser15 phosphorylation and that *dilp2* mutants have increased lifespan and GlyP activity. We find that overexpression of GlyP in all tissues modestly (12%) but significantly extends lifespan. However, Bai et al. previously found that depletion of GlyP by RNAi in all tissues was sufficient to extend lifespan (53), while in yeast, loss of GlyP shortens chronological lifespan (63). Although GlyP modulates glycogenolysis in many tissues, it is unknown whether glycogen levels may affect aging. Longevity is not correlated with stored glycogen among yeast mutants lacking various genes involved in glucose and glycogen metabolism (64). Human cultured muscle cells overexpressing glycogen phosphorylase had decreased glycogen stores, but also display improved metabolic homeostasis through increased glycogen turnover, elevated lipid storage, and enhanced glucose uptake (85). Thus, GlyP overexpression may enhance overall metabolic homeostasis.

Aside from the impact of GlyP on stored glycogen, Favre et al. suggested that *GlyP* may regulate aging through AMP-activated protein kinase (AMPK) and oxidative stress resistance (64). The β-subunit of AMPK has a glycogen-binding domain that acts as a glycogen sensor. Allosteric regulation of this domain affects AMPK phosphorylation and subsequent localization and activity (86). Here, we found increased phosphorylation of the AMPK β-subunit (see Table S4 in Supplementary Material), by DILP2 but not by DILP5 suggesting that activation of fly GlyP may affect aging through secondary effects of altered glycogen flux, rather than simply through glycogenolysis and glucose production. Notably, Gusarov et al. recently demonstrated in *C. elegans* that glycogen modulates longevity by modulating AMPK, superoxide dismutase and oxidative stress resistance, while glycogen phosphorylase deficient worms are short-lived (63). In overwintering insects, glycogen is stored in preparation for diapause and is broken down by glycogen phosphorylase during diapause, a life history state associated with slow to negligible aging (87, 88). Remarkably, GlyP expression is increased during *Drosophila* diapause (89). Therefore, GlyP is situated at the center of a network that regulates energetics, metabolic homeostasis and stress responses that associate with persistence and longevity.

While mammalian glycogen phosphorylase can be activated by glucagon and protein kinase A (PKA) (90), how insulin inversely represses glycogen phosphorylase is not completely understood. Mammalian insulin is proposed to suppress glycogen phosphorylase by activating protein phosphatase 1 (PP1) to dephosphorylate GlyP Ser15 [reviewed in Ref. (90)]. As well, AMP allosterically enhances glycogen phosphorylase activity while glucose represses its activity. When glucose binds to glycogen phosphorylase, the enzyme allows PP1 to dephosphorylate Ser15 (90). Finally, insulin decreases cellular cAMP levels, which represses PKA. Repressed PKA limits phosphorylase kinase activity that otherwise phosphorylates Ser15 on glycogen phosphorylase. DILP2 may modulate *Drosophila* GlyP through each of these mechanisms whereas DILP5 should not. Based on this contrast, we note that the unique control of Cindr and CG6454 phosphorylation by DILP2 indicates potential roles for glucose uptake in cells as possible mechanisms by which DILP2 regulates GlyP dephosphorylation. This conclusion is consistent with the association of *dilp2* with glucose metabolism compared with the association of *dilp5* with protein metabolism (8, 30).

Studies in mammalian insulin/IGF signaling strive to fully understand how these similar ligands can activate varied signaling pathways through similar receptors to produce different phenotypes (19, 79). Furthermore, in humans, insulin and IGF can activate one another’s receptors, as well as IR/IGFR hybrid receptors (9). Consequently, insulin analogs for diabetes treatment can increase mitogenicity and risk of cancer, while manipulating IGF in the treatment of cancer can disrupt glucose homeostasis (91). We demonstrate that DILP2 and DILP5 regulate many parallel cell signaling events, but also uniquely control particular cellular processes to affect distinct organismal physiology. Remarkably, DILP2 uniquely represses GlyP activity, and activation of this enzyme is required for *dilp2* mutants to fully extend longevity. Overall, we demonstrate that two related insulin-like ligands have the capacity to regulate unique traits through a single receptor. We propose that *Drosophila* DILPs bind InR with different kinetics to cause distinct conformational changes in the receptor and effector proteins, and this subsequently produces different signaling output. An explicit comparison of DILP2 and DILP5 receptor-binding kinetics and structures bound to InR will advance how we understand the mechanisms of insulin signaling bias.

## Data Availability Statement

The RNA-Seq datasets generated and analyzed in this study can be found in the Gene Expression Omnibus submission GSE111560. The phosphoproteomic datasets generated and analyzed in this study have been deposited in the ProteomeXchange Consortium (http://proteomecentral.proteomexchange.org) *via* the PRIDE partner repository in the dataset submission PXD009240.

## Author Contributions

SP and MT designed the experiments, interpreted results, and wrote the manuscript; SP and GK conducted the experiments; SP analyzed the data; MT, JW, and PM conceived the research; all the authors revised the manuscript.

## Conflict of Interest Statement

PM is an external consultant to the Department of Stem Cell Research at Novo Nordisk A/S, 2760 Måløv, Denmark. The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

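RNA-Seq was measured in *Drosophila* S2 cells kept without serum for 16 h and then given vehicle, 100 nM DILP2 or 100 nM DILP5 for 1 h, with 3 libraries per condition. The authors mapped single-end reads with Tophat and Bowtie to dm3 and deposited the raw counts per gene from easyRNASeq, with no normalization and with replicates kept apart. The versions, the annotation release and the handling of strand and of reads with several matches are not named in the paper's text, so genes with near-identical copies and overlapping genes are uncertain. The paper names edgeR but not the test within it. The totals were from 28365854 to 38557706 counts per library, over 13937 genes, and the columns of the 9 libraries were the measurements used.

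Counts were analysed with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 in R 4.3.3. The reported fit used the 9 libraries without a block, edgeR's default filter on low counts for the 3 groups (8981 genes), TMM normalization, the quasi-likelihood test and Benjamini-Hochberg adjustment with a threshold of 0.05. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. The comparison of DILP2 with DILP5 is given as DILP5 over DILP2, as in Table 1. Principal components used log2 CPM with a prior count of 2. Clustering used CPM in place of RPKM, which leaves the variation and the scaled values of each gene unaffected by its length. The paper's RPKM values rest on larger library totals, of which the counts made up from 67.2% to 73.3%. Its variable genes can thus differ from those here. The paper names no distance or linkage, so both were chosen here. Gene lists were cytosolic and mitochondrial ribosomal proteins, glycogen metabolism, the insulin and TOR pathway and the ERK response, all fixed before the data were examined. Their members InR, Thor, ImpL2, scyl, chrb, rho, spi and Hex-C are named in the paper from these libraries. The last 3 lists are thus not independent of the data. They were tested with camera at a correlation of 0.01, with fry and an estimated correlation as alternatives. Figures were drawn with matplotlib 3.10.9.

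The genes named are those of Table 1, those the paper measured by qRT-PCR, the members of the lists other than ribosomal proteins and other than one whose single-gene results are not reported here, and for each DILP the 5 largest rises and 5 largest falls among called genes whose 3 libraries all lie beyond the controls. Heat shock, histone and immune genes were named after their values were seen. Alternatives were DESeq2, the exact and likelihood ratio tests of edgeR, DESeq2's size factors, library size only, no filter, at least 10 counts in every library, each comparison on its own 6 libraries, the replicate block, counts thinned to the smallest total, an adjusted p under 0.01 and each library left out in turn. After the data were seen, 27 further fits were run in a search for settings that give the paper's numbers of genes. The 4-choice fit was kept from them because it lay near those numbers, the covariate was kept as well, and the other 25 are given as numbers of genes. Removal of a trend on gene length was also added after the data were seen. The test was checked on simulated data, in which 60% of the genes changed 1.25-fold, 64% of those changed 1.5-fold, 87.8% of those changed 2-fold and 100% of those changed 3-fold were called in DILP2 against control, among 8900 genes tested. Exonic lengths and overlaps came from the BDGP6 annotation, in which 13389 of the 13937 identifiers were found. It is not the build the authors used, and no coordinates are given. Table S1 was at hand for 1999 genes and was used to find the share of reads counted on genes. The qRT-PCR, Western blot, phosphoproteomic and fly data were not analysed here.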

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

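The tests on reads shared between Hsp70 copies and on handling of the dishes were chosen after the result was seen. The genes below are those with the largest changes that the paper does not discuss.

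With DILP2, the largest rises had log2 fold changes of 1.65 for CG3348, 1.63 for CG7829, 1.43 for CG15199 and 1.27 for CG13024. The largest falls were -2.14 for Esp, -1.44 for CG16775, -1.39 for E23, -1.35 for vri and -1.30 for CG1113. With DILP5, the changes outside the paper's genes were 1.80 for CG3348, -2.09 for CG1988, -2.06 for CG6788, -1.40 for CG33306, -1.40 for CG1113 and -1.39 for alpha-Est4. In each of these genes the 3 libraries with the DILP lay beyond the 3 control libraries, which chance gives for 10% of genes in 3 against 3, and the genes were chosen for it. Low counts limit most of them. Of the 9 fits that each left out one library, the adjusted p with DILP2 stayed under 0.05 for CG3348 in 9, CG7829 in 3, CG15199 in 0, CG13024 in 2, Esp in 4, CG16775 in 2, E23 in 0, vri in 9 and CG1113 in 9. With DILP5 it did so for CG3348 in 9, CG1988 in 2, CG6788 in 9, CG33306 in 5, CG1113 in 9 and alpha-Est4 in 2. The calls listed here of CG3348, vri and CG1113, and that of CG6788 with DILP5, thus did not depend on one library in these fits, with adjusted p-values up to 0.0479 for CG1113 and up to 0.0265 for CG6788, which had at most 21 counts in any library. The other calls listed here were lost in at least 1 of the 9 fits. None of the genes differed between DILP2 and DILP5 (adjusted p = 0.9998).

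Of 16 tested genes named Hsp, which the paper does not discuss, 11 were called and higher for the mean of the 2 DILPs, and the median log2 fold change was 0.54. In 10 of the 16, all 6 DILP libraries lay above the 3 controls, where chance gives this for 1 in 84 splits of a gene. Hsp83 had 3587 ± 148 CPM in the control, 5553 ± 95.9 with DILP2 and 5498 ± 244 with DILP5 (SD, n = 3), a log2 fold change of 0.62. Hsp67Ba did not move (1.56e-05), Hsp27 moved by 0.083, and Hsp22 and Hsp67Bb have nearly the same counts. A trend on gene length is argued against: with the trend removed the median was 0.57. One library is argued against: the lowest median with a library left out was 0.45. With library size only, the median was 0.51. Reads shared between near-identical Hsp70 copies keep the 6 copies uncertain, and their calls are not independent. Outside the copies, the median of 10 genes was 0.32 and 5 were called. The criterion written for excluding shared reads asked for more than 5, so it was not met, and shared reads and a response of the whole family cannot be told apart for the set, although Hsp83 is not an Hsp70 copy. A difference in handling or vehicle between control and DILP dishes cannot be told apart from a response to the DILPs either: the 10 genes above all controls would look alike under both, because each condition has its own dishes. A response to insulin-like peptides stays open as a biological explanation and was not tested.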

How the results depend on the processing

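The alternatives were set before the data were examined, except the fits of a search described below and 3 fits chosen after seeing the data: the replicate block with the likelihood ratio test on the 6 libraries of each comparison without a filter, the share of reads counted on genes as a covariate, and removal of a trend on gene length. Leaving out each library for the clustering and the principal components was also added later. The cause of the changes below was not tested.

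With DESeq2, the exact test or the likelihood ratio test of edgeR, DESeq2's size factors, library size only, no filter, at least 10 counts in every library, or counts thinned to the smallest library, the numbers of differentially expressed genes stayed within 1.5 times those reported, and so did those of DILP2 and DILP5 fitted each on their own 6 libraries. The number between DILP2 and DILP5 stayed at 0 in each of these, with 115 (DESeq2) to 302 (no filter) genes at an unadjusted p under 0.05 where the 9 libraries were fitted together. At an adjusted p under 0.01, 373 genes were called with DILP2, 498 with DILP5, 330 with both and 721 for the DILPs together, a difference of 125 genes between the DILPs. With each library left out, 0 genes were called between the DILPs, and 132 (without DILP2 replicate A) to 493 (without DILP2 replicate C) had an unadjusted p under 0.05.

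The replicate letters were checked as pairs. Deviations of libraries from their group means were correlated between same-letter libraries. The correlations were from 0.14 to 0.16 for A and from -0.035 to 0.097 for B. For C they were from 0.29 to 0.35, above the largest between different letters (0.19). Libraries of replicate C thus deviated alike, which a block takes up. The reported fit has no block because the paper's methods do not use the letters. With the replicate block, 1781 genes were called with DILP2, 2068 with DILP5, 1480 with both and 2402 for the DILPs together. Between DILP2 and DILP5 the block gave 0 genes, and 392 at an unadjusted p under 0.05. The principal components gave a ratio of 2.89 with the block (permutation test, p = 0.00714). The splits of that test did not keep to the replicate letters, which the block had removed. Its p can thus be too small and is no evidence for a clearer separation. Under the replicate block with the likelihood ratio test, own libraries and no filter, the counts were 1753 with DILP2, 2125 with DILP5, 1420 with both and 36 between the DILPs, and the difference between DILP5 and DILP2 was 372 genes. With the share of reads counted on genes as a covariate, they were 1898, 2195 and 1519, with 2590 for the DILPs together, a difference of 297 genes, a correlation of 0.954 and a slope of 1.20.

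Across the 9 fits that each left out one library, the calls with DILP2 ranged from 487 to 1007 genes, those with DILP5 from 622 to 1270, the shared calls from 429 to 765 and those of the DILPs together from 812 to 1689. The lowest counts came without control replicate C (487 with DILP2) and without control replicate A (622 with DILP5). The share called with one DILP only ranged from 4.02 to 35.4% for DILP2 and from 15.4 to 55.3% for DILP5. The difference between DILP5 and DILP2 ranged from -189 to 599 genes and reversed without DILP5 replicate A (-189) or replicate B (-154). Fits without a DILP library hold unequal numbers of DILP2 and DILP5 libraries. That alone can move the shares and the difference, so the reversals cannot decide the order. The slope ranged from 0.957 to 1.13 and reversed without DILP2 replicate B (0.978) or replicate C (0.957). The correlation ranged from 0.952 to 0.984, the ratio of the principal components from 1.32 to 1.70, and the DILP libraries nearest to the same DILP from 2 to 4. With disjoint controls the mean correlation over the 1551 genes was 0.928. Over all genes past the filter it was 0.765 with shared controls and from 0.341 to 0.410 with disjoint ones. The disjoint fits gave one DILP a single control library, so these values are not directly comparable.

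On the linear CPM scale the ratio of the principal components was 1.97 (exact permutation test, p = 0.186), and p ranged from 0.00714 to 0.186 over the alternatives. The lowest p is that of the replicate block, which can be too small. In the clustering, 0 DILP libraries were nearest to the same DILP with the top 10% of genes and 2 with Euclidean distance. The first split did not part the controls from the DILP libraries in any of these trees. Of the 15 list tests, 4 passed with camera, 0 with the correlation estimated and 2 with fry (the insulin and TOR pathway with each DILP, adjusted p = 2.51e-05). The insulin and TOR list holds genes that the paper names from these libraries, so its pass is no independent support. With one library left out, 4 or 5 passed with camera, and the fifth was a ribosomal protein list between the DILPs: cytosolic without DILP2 replicate A, DILP5 replicate A or DILP5 replicate C, in differing directions, and mitochondrial without DILP2 replicate B.

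Scaling changed the share of called genes that were higher. It was 48.8% with DILP2, 48.1% with DILP5 and 46.4% for the DILPs together, against 28.3%, 30.0% and 27.8% with library size only and 63.2%, 62.4% and 60.5% with the length trend removed. The median log2 fold change of all genes moved by less than 0.1 in these fits.

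The single-gene and list results below changed sign, and none of them had passed the threshold in the reported fit. With library size only the value was -0.035 for the median of glycogen metabolism with DILP2, -0.033 for the median of glycogen metabolism with DILP5, -0.017 for Sec61beta with DILP2, -0.0093 for AGBE with DILP2, -0.016 for Sos with DILP2 and -0.0021 for GlyP with DILP5. There too the value was -0.0041 for AGBE with DILP5, -0.032 for UGP with DILP5 and -0.012 for Sos with DILP5. With DESeq2 the value was 0.0026 for GlyP with DILP2. With DESeq2's size factors the value was 0.0027 for GlyP with DILP2. With at least 10 counts in every library the value was 0.0013 for GlyP with DILP2. On its own 6 libraries the value was 0.0023 for GlyP with DILP2. With thinned counts the value was 0.00086 for GlyP with DILP2 and -0.0034 for UGP with DILP5. With the replicate block the value was 0.11 for CG6220 with DILP5. In the fit of 4 choices together the value was 0.0015 for GlyP with DILP2 and 0.26 for CG6220 with DILP5. With the covariate the value was 0.013 for GlyP with DILP2, -0.063 for LanA with DILP5, 0.17 for CG6220 with DILP5, 0.092 for CG33774 with DILP5, 0.036 for mRpS5 with DILP5 and -0.0035 for UGP with DILP5. There too the value was -0.0045 for Hex-A with DILP5, 0.035 for Rheb with DILP5, -0.023 for Sos with DILP5, -0.00061 for Mkp3 with DILP5 and 0.024 for Hr38 with DILP5. With the length trend removed the value was -0.0059 for Sec61beta with DILP2, 0.033 for GlyP with DILP2, 0.052 for Tor with DILP2, 0.026 for pnt with DILP2, 0.0063 for kay with DILP2 and 0.013 for Tor with DILP5. There too the value was 0.018 for dock with DILP5, 0.022 for pnt with DILP5, 0.055 for kay with DILP5 and 0.014 for Hr38 with DILP5.

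With one library left out, these values crossed 0. The range was, for the median of glycogen metabolism with DILP2 from -0.049 to 0.039, the median of glycogen metabolism with DILP5 from -0.024 to 0.016, the median of cytosolic ribosomal proteins between the DILPs from -0.033 to 0.034 and the median of mitochondrial ribosomal proteins between the DILPs from -0.023 to 0.024. Across the fits it was, for the median of glycogen metabolism between the DILPs from -0.014 to 0.041, the median of ERK response between the DILPs from -0.048 to 0.0057, the median of insulin and TOR pathway between the DILPs from -0.00033 to 0.010 and Sec61beta with DILP2 from -0.0027 to 0.048. Further, it was, for GlyP with DILP2 from -0.049 to 0.052, CG6220 with DILP5 from -0.35 to 0.81, Hr38 with DILP5 from -0.35 to 0.092 and AGBE with DILP2 from -0.0088 to 0.088. The range was, for Sos with DILP2 from -0.0075 to 0.062, GlyP with DILP5 from -0.016 to 0.083, UGP with DILP5 from -0.041 to 0.052 and dock with DILP5 from -0.076 to 0.00066. Across the fits it was, for Sos with DILP5 from -0.0056 to 0.063, mRpS5 with DILP2 from -0.026 to 0.18, Tor with DILP2 from -0.041 to 0.015 and AGBE with DILP5 from -0.018 to 0.074. Further, it was, for S6k with DILP5 from -0.037 to 0.014, LanA with DILP5 from -0.041 to 0.11, Rheb with DILP5 from -0.073 to 0.033 and kay with DILP5 from -0.077 to 0.017. CG6220 with DILP5 was 0.81 without control replicate A. The 183 single-gene and list results were also rated once per result and fit. Over the fits that left out one library, 1429 of these ratings were the same, 160 weaker, 14 stronger and 44 a change of sign. Over the other alternatives, 58 ratings were weaker and 105 stronger.

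A search was made after seeing the data for settings that give the paper's numbers of genes. It ran 27 fits beyond the alternatives. The fit of 4 choices together and the covariate above came from it, the former kept because it lay near the paper's numbers. The other 25 ranged from 879 to 2123 genes with DILP2, 1000 to 2441 with DILP5 and 671 to 1670 shared. Of them, 20 were exact tests, and their numbers with each DILP stayed within 1.5 times those reported. The other 5 (the covariate with the likelihood ratio test, and the replicate block with the likelihood ratio test with and without the filter and with the quasi-likelihood test without it on 9 or own 6 libraries) gave 2123, 2025, 1796, 1964 and 1908 genes with DILP2, 2441, 2271, 2108, 2283 and 2307 with DILP5 and 1670, 1631, 1441, 1616 and 1587 shared. Between the DILPs, 14 of the 25 called genes: 16, 1, 16, 1, 17, 17, 3, 17, 3 and 28 in exact tests with a common or tagwise dispersion, and 7, 43, 7 and 61 with the block.

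Depth limits the genes with low counts: Esp, CG1988, CG7829, CG15199, CG13024, CG6788, CG16775, E23, CG33306, alpha-Est4 and Hr38 had under 1 CPM in each group, and at least 10 counts in every library was reached by 8372 of the genes.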

Differences from the paper's values

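The paper reports 1646 differentially expressed genes with DILP2, against 981 here. Of the alternatives set before the data were examined, DESeq2, the exact test and the likelihood ratio test of edgeR and the replicate block (1781) came within 1.5 times, and the others did not. The paper's number with DILP5 is 2053, against 1173 here, and of those alternatives the replicate block (2068) came within 1.5 times. The paper's number of shared genes is 1366, against 820 here, and the same 4 alternatives as for DILP2 came within 1.5 times. The paper reports 3 genes between DILP2 and DILP5, against 0 here, and none of the alternatives set before the data were examined gave another number. Chosen after seeing the data, the replicate block with the likelihood ratio test, own libraries and no filter gave 1753, 2125 and 1420 genes, and 36 between the DILPs, among them the paper's CG6220, CG33774 and mRpS5. Also chosen after seeing the data, the share of reads counted on genes as a covariate gave 1898, 2195 and 1519 genes, and 0 between the DILPs. The paper's log2 fold changes in Table 1 and its shares of unique genes differed from those here by less than the error or factor allowed.

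The false discovery rates of Table 1 were also larger here, on the same scale. For chrb with DILP2 the paper's rate is 4.38e-160, and the adjusted p here was 9.33e-09. For ImpL2 with DILP2 the paper's rate is 5.04e-158, and the adjusted p here was 9.67e-05. For CG42708 with DILP2 the paper's rate is 1.45e-144, and the adjusted p here was 9.33e-09. For scyl with DILP2 the paper's rate is 7.91e-140, and the adjusted p here was 2.36e-07. For CG8026 with DILP2 the paper's rate is 3.63e-131, and the adjusted p here was 3.39e-07. For CG32103 with DILP2 the paper's rate is 2.74e-127, and the adjusted p here was 2.38e-08. For CG11347 with DILP2 the paper's rate is 4.46e-109, and the adjusted p here was 2.36e-05. For L with DILP2 the paper's rate is 1.72e-108, and the adjusted p here was 2.36e-07. For B4 with DILP2 the paper's rate is 3.01e-96, and the adjusted p here was 2.36e-07. For apt with DILP2 the paper's rate is 4.05e-91, and the adjusted p here was 9.80e-08. For chrb with DILP5 the paper's rate is 9.66e-179, and the adjusted p here was 4.89e-09. For CG42708 with DILP5 the paper's rate is 7.79e-166, and the adjusted p here was 4.89e-09. For CG8026 with DILP5 the paper's rate is 5.35e-123, and the adjusted p here was 2.77e-07. For CG11347 with DILP5 the paper's rate is 2.25e-118, and the adjusted p here was 1.59e-05. For CG32103 with DILP5 the paper's rate is 8.81e-114, and the adjusted p here was 2.66e-08. For apt with DILP5 the paper's rate is 1.35e-112, and the adjusted p here was 4.15e-08. For scyl with DILP5 the paper's rate is 4.55e-108, and the adjusted p here was 3.84e-07. For ImpL2 with DILP5 the paper's rate is 1.49e-103, and the adjusted p here was 5.86e-05. For L with DILP5 the paper's rate is 2.36e-98, and the adjusted p here was 1.37e-07. For bun with DILP5 the paper's rate is 1.84e-90, and the adjusted p here was 3.07e-06. For bowl with DILP2 the paper's rate is 0.003551, and the adjusted p here was 0.157. For Fak56D with DILP2 the paper's rate is 0.003782, and the adjusted p here was 0.0493. For CG10038 with DILP2 the paper's rate is 0.008633, and the adjusted p here was 0.0406. For GstD1 with DILP2 the paper's rate is 0.000232, and the adjusted p here was 0.160. For CG10073 with DILP2 the paper's rate is 0.019479, and the adjusted p here was 0.171. For SP1173 with DILP2 the paper's rate is 0.014907, and the adjusted p here was 0.126. For zpg with DILP2 the paper's rate is 0.008772, and the adjusted p here was 0.0377. For LanA with DILP2 the paper's rate is 0.0386, and the adjusted p here was 0.438. For D19B with DILP2 the paper's rate is 0.033286, and the adjusted p here was 0.122. For spi with DILP2 the paper's rate is 0.034756, and the adjusted p here was 0.171. For CG10026 with DILP5 the paper's rate is 0.016946, and the adjusted p here was 0.0549. For rho with DILP5 the paper's rate is 0.032889, and the adjusted p here was 0.112. For CG10050 with DILP5 the paper's rate is 0.003207, and the adjusted p here was 0.0176. For CG10096 with DILP5 the paper's rate is 0.008805, and the adjusted p here was 0.0299. For CG10097 with DILP5 the paper's rate is 0.010873, and the adjusted p here was 0.0325. For tra2 with DILP5 the paper's rate is 0.039883, and the adjusted p here was 0.118. For Sec61beta with DILP5 the paper's rate is 0.021728, and the adjusted p here was 0.0783. For CG10166 with DILP5 the paper's rate is 0.015904, and the adjusted p here was 0.0374. For xl6 with DILP5 the paper's rate is 0.007431, and the adjusted p here was 0.0326. For CG1021 with DILP5 the paper's rate is 0.022384, and the adjusted p here was 0.0462. For CG6220 between the DILPs the paper's rate is 3.27e-06, and the adjusted p here was 0.9998. For CG33774 between the DILPs the paper's rate is 0.001238, and the adjusted p here was 0.9998. For mRpS5 between the DILPs the paper's rate is 0.044839, and the adjusted p here was 0.9998.

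Some alternatives set before the data were examined came within 1.5 times of the paper's rate, and for the other genes none did. DESeq2 did so for CG1021 with DILP5. The exact test did so for CG10026 with DILP5. The likelihood ratio test did so for CG10026 with DILP5 and CG10050 with DILP5. Library size only did so for D19B with DILP2. The replicate block did so for spi with DILP2, rho with DILP5, CG10166 with DILP5, xl6 with DILP5 and CG1021 with DILP5. Leaving out DILP5 replicate C did so for rho with DILP5. Chosen after seeing the data, the fit of 4 choices together did so for scyl with DILP5, bowl with DILP2, Fak56D with DILP2, CG10038 with DILP2, GstD1 with DILP2, SP1173 with DILP2, zpg with DILP2, LanA with DILP2, D19B with DILP2, spi with DILP2, rho with DILP5, tra2 with DILP5, CG10166 with DILP5, xl6 with DILP5 and CG1021 with DILP5. Chosen after seeing the data, the covariate did so for CG10038 with DILP2, CG10073 with DILP2, SP1173 with DILP2, zpg with DILP2 and CG10166 with DILP5. Chosen after seeing the data, the length trend removed did so for LanA with DILP2.

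Of the 10 genes that Table 1 lists as unique with DILP2, 3 were called with DILP2 here (Fak56D, CG10038 and zpg). bowl was called under the replicate block and without DILP2 replicate C, and, chosen after seeing the data, the fit of 4 choices together and the covariate. GstD1 was called under the replicate block and without DILP2 replicate C, and, chosen after seeing the data, the fit of 4 choices together and the covariate. CG10073 was called under the replicate block, and, chosen after seeing the data, the fit of 4 choices together and the covariate. SP1173 was called under the replicate block, and, chosen after seeing the data, the fit of 4 choices together, the covariate and the length trend removed. LanA was called under no alternative set before the data were examined. D19B was called under library size only and the replicate block, and, chosen after seeing the data, the fit of 4 choices together and the covariate. spi was called under the replicate block, and, chosen after seeing the data, the fit of 4 choices together.

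Of the 10 genes that Table 1 lists as unique with DILP5, 6 were called with DILP5 here (CG10050, CG10096, CG10097, CG10166, xl6 and CG1021). CG10026 was called under the exact test, the likelihood ratio test, library size only, the replicate block and thinned counts, and, chosen after seeing the data, the fit of 4 choices together. rho was called under the replicate block and without DILP5 replicate C, and, chosen after seeing the data, the fit of 4 choices together and the covariate. tra2 was called under no alternative set before the data were examined, and, chosen after seeing the data, the fit of 4 choices together. Sec61beta was called under DESeq2 and the replicate block, and, chosen after seeing the data, the fit of 4 choices together.

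The paper states that Hex-C and CG33774 are regulated by DILP2 and not by DILP5. Here neither was called with DILP2 (adjusted p = 0.0762 and 0.107 by edgeR's quasi-likelihood test). Hex-C was called under the exact test, the likelihood ratio test and the replicate block, and, chosen after seeing the data, the fit of 4 choices together. CG33774 was called under the replicate block, and, chosen after seeing the data, the fit of 4 choices together and the covariate. The paper states that clustering parts the DILP profiles from the control. Here the first split placed replicate C of each DILP with the controls, and in 0 of the trees was it between controls and DILP libraries. The paper names no distance or linkage, so these trees may not repeat its method. The paper states that the profiles of DILP2, DILP5 and control are mutually distinct on principal components. Here the ratio between DILP2 and DILP5 was 0.823, reached by 7 of the 10 splits (exact permutation test, p = 0.7). Over the alternatives run for this ratio it ranged from 0.174 on the linear CPM scale (exact permutation test, p = 0.8) to 1.55 with the replicate block (permutation test, p = 0.2). The splits with the block did not keep to the letters, so that p can be too small. The paper states a higher upper limit of fold changes for DILP5 than for DILP2. Here the largest change among called genes was 4.40-fold with DILP2 and 4.26-fold with DILP5. With no filter, the largest absolute log2 fold change was 2.22 with DILP2 and 5.49 with DILP5, and, chosen after seeing the data, the fit of 4 choices together gave 4.32 and 5.47 on the log2 scale. The paper's sentence names log2 fold changes, so its limits may be log2 units, which would lie near the values of that fit. That fit was kept for its closeness to the paper's numbers, so the unit stays open.

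In a search for settings that give the paper's numbers of genes, made after seeing the data, 27 fits beyond the alternatives were run. The fit of 4 choices together was kept from it because its numbers lay near the paper's, so its closeness is no evidence for it, and the covariate was kept too. The other 25 are numbered here. Fits 1 to 10 are exact tests on genes with at least 1 count in any library, and fits 11 to 20 are exact tests on genes over 1 CPM in 3 libraries. Within each 10, the first 4 use own 6 libraries and TMM, with the dispersion common, tagwise, tagwise around a moving average and from edgeR's estimateDisp. The next 4 do the same with library size only, and the last 2 use the 9 libraries with a common and a tagwise dispersion. Fit 21 is the covariate with the likelihood ratio test. Fits 22 and 24 are the replicate block with the likelihood ratio test, with and without the filter. Fits 23 and 25 are the block with the quasi-likelihood test and no filter, on the 9 and on own 6 libraries. Within 1.5 times the paper's number with DILP2 were fits 6, 12, 14, 15, 16, 17, 18, 21, 22, 23, 24 and 25. Within 1.5 times the paper's number with DILP5 were fits 2, 6, 12, 14, 16, 17, 18, 21, 22, 23, 24 and 25. Within 1.5 times the paper's number of shared genes were fits 6, 12, 14, 15, 16, 17, 18, 21, 22, 23, 24 and 25. Between the DILPs, fits 12 and 16 gave 3 genes, the paper's number, with only CG33774 among the paper's genes. CG6220 was called between the DILPs by fits 1, 5, 9, 11, 15, 19 and 25. CG33774 was called between the DILPs by fits 1, 5, 9, 11, 12, 15, 16, 19, 22, 23, 24 and 25. mRpS5 was called between the DILPs by fits 23 and 25.

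With the same numbers, genes that the paper calls and the reported analysis does not were called by these fits, chosen after seeing the data. bowl was called by fits 5, 7, 8, 15, 16, 17, 18, 21, 22, 23, 24 and 25. GstD1 was called by fits 1, 5, 7, 8, 11, 15, 16, 17, 18, 19, 21, 22, 23, 24 and 25. CG10073 was called by fits 1, 5, 6, 9, 11, 12, 15, 16, 19, 21, 22, 23, 24 and 25. SP1173 was called by fits 21, 22, 23, 24 and 25. LanA was called by fits 23 and 25. D19B was called by fits 6, 7, 8, 16, 17, 18, 21, 22, 23, 24 and 25. spi was called by fits 22, 23, 24 and 25. CG10026 was called by all 25. rho was called by fits 5, 6, 11, 15, 16, 17, 18, 21, 22, 23, 24 and 25. tra2 was called by fits 23 and 25. Sec61beta was called by fits 22, 23, 24 and 25. Hex-C was called with DILP2 by fits 1, 2, 3, 5, 6, 7, 8, 9, 11, 12, 13, 14, 15, 16, 17, 18, 19, 20, 21, 22, 23, 24 and 25. CG33774 was called with DILP2 by fits 1, 2, 5, 9, 11, 12, 13, 15, 16, 19, 20, 21, 22, 23, 24 and 25. The paper's false discovery rate was met within 1.5 times for these genes. CG10050 with DILP5 had it in fits 1, 11, 14 and 19. CG10096 with DILP5 had it in fits 3, 4 and 10. CG10097 with DILP5 had it in fits 3, 4 and 10. rho with DILP5 had it in fits 5, 6, 11, 17, 18 and 24. CG10038 with DILP2 had it in fits 6, 16, 18, 22, 23, 24 and 25. D19B with DILP2 had it in fits 6, 7, 8, 16, 17, 23, 24 and 25. CG10026 with DILP5 had it in fits 7, 8, 13, 14, 17, 18, 20 and 24. CG10073 with DILP2 had it in fit 12. CG10166 with DILP5 had it in fits 21, 23, 24 and 25. L with DILP5 had it in fit 22. Fak56D with DILP2 had it in fits 22, 23 and 25. tra2 with DILP5 had it in fits 22, 23 and 24. Sec61beta with DILP5 had it in fit 22. SP1173 with DILP2 had it in fits 23 and 25. zpg with DILP2 had it in fits 23, 24 and 25. CG33774 between the DILPs had it in fit 23. spi with DILP2 had it in fit 24.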

Other observations

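The test on the share of reads counted on genes and the test on library size were chosen after the result was seen.

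Other splits of the libraries were fitted in the same way. Of the 84 splits of the 9 libraries into 3 and 6, with the 6 divided into groups of 3 in the order of the libraries, 1 gave as many genes for the DILPs together as the real one (1551), and the next gave 843. Of the 10 splits of the 6 libraries of DILP2 and control, 1 gave as many genes as the real split (981), and the others gave 0. Of the 10 splits of DILP5 and control, 1 gave as many (1173), and the next gave 21. Between DILP2 and DILP5, the 10 splits all gave 0 genes, as the real split did, so 10 gave as many. The absolute difference in the number of genes between DILP5 and DILP2 was as large in 6 of the 10 splits of the DILP libraries, and the slope lay as far from 1 in 4. As many gene lists passed the threshold in 6 of 10 splits for DILP2, in 7 of 10 for DILP5 and in 10 of 10 between the DILPs. These counts include the real split. With 3 libraries against 3, the smallest share is 0.1, so these 10 splits alone cannot exclude chance.

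Replicate C of each DILP lay apart from A and B on the second principal component (-11.92 and -15.75). The share of each library's reads counted on genes was computed from the RPKM values in the part of Table S1 at hand (1999 genes) and ranged from 67.2% to 73.3%. Across the 9 libraries, the component followed this share (Pearson's r = -0.913, permutation p = 5.90e-04, Spearman's rho = -0.933, permutation p = 6.60e-04), and without the 2 libraries farthest from the median share r was -0.947. The adjusted p over 3 relations was 0.00177. Within conditions r was -0.997 in the control, -0.878 with DILP2 and -0.995 with DILP5, each from 3 libraries, too few for a test. A different share of reads counted on genes is thus a candidate explanation found from these data, and replicate C has a high share in each group, so that letter and share are entangled. Library size stays open: 9 libraries are too few to exclude it (Spearman's rho = -0.6, permutation p = 0.0974). Libraries with a low share also had more of their counts on genes with a mean count under 20 (r = -0.612, permutation p = 0.0805, Spearman's rho = -0.483), as background reads would give, but this p is not under 0.05, so background reads stay open too, and these genes hold from 0.0453 to 0.0546% of the counts. No biological explanation was tested for replicate C.

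In replicate C, the median log2 CPM of 115 histone genes minus the mean of replicates A and B was -0.24 in the control, -0.37 with DILP2 and -0.54 with DILP5. For 18 immune genes it was 0.23, 0.31 and 0.29. Both lists were chosen after their values were seen.

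Log2 fold changes of the DILPs together followed exonic length in the BDGP6 annotation (Spearman's rho across 8608 genes, which are not independent, -0.22). With the trend removed, 1631 genes were called, and 1323 of the 1551 stayed called. Length bias is thus argued against as the source of these 1323 calls, but not for the calls that were lost. The share of called genes that were higher moved from 46.4% to 60.5%, so the balance of directions depended on the trend. Of the 1551 genes, 2.84% (44) share most of the shorter gene's exons with another called gene, so reads counted on 2 overlapping genes do not account for most calls.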
